# Regulation of Neurogenesis by FGF Signaling and Neurogenin in the Invertebrate Chordate *Ciona*

**DOI:** 10.3389/fcell.2020.00477

**Published:** 2020-06-23

**Authors:** Kwantae Kim, Susanne Gibboney, Florian Razy-Krajka, Elijah K. Lowe, Wei Wang, Alberto Stolfi

**Keywords:** FGF signaling, Neurogenin, neurogenesis, bipolar tail neurons, *Ciona*, tunicates

## Abstract

Neurogenesis is a complex sequence of cellular processes and behaviors driven by the coordinated expression of conserved effectors. The bipolar tail neurons (BTNs) of *Ciona* develop according to a highly dynamic, yet highly stereotyped developmental program and thus could serve as an accessible model system for neurogenesis, including underlying cell behaviors like neuronal delamination, migration, and polarized axon outgrowth. Here we investigate both the upstream events that shape BTN neurogenesis through spatiotemporal regulation of the conserved proneural factor Neurog, spatiotemporal, and the gene expression profile of differentiating BTNs downstream of Neurog activity. We show that, although early FGF signaling is required for *Neurog* expression and BTN specification, *Fgf8/17/18* is expressed in tail tip cells at later stages and suppresses sustained *Neurog* expression in the anterior BTN (aBTN) lineage, such that only one cell (the one furthest from the source of Fgf8/17/18) maintains *Neurog* expression and becomes a neuron. Curiously, *Fgf8/17/18* might not affect neurogenesis of the posterior BTNs (pBTNs), which are in direct contact with the *Fgf8/17/18-*expressing cells. Finally, to profile gene expression associated with BTN neurogenesis we performed RNAseq of isolated BTN lineage cells in which BTN neurogenesis was enhanced or suppressed by perturbing Neurog function. This allowed us to identify several candidate genes that might play conserved roles in neurogenesis and neuronal migration in other animals, including mammals.

## Introduction

In spite of an emerging picture of the molecular mechanisms of cell fate specification and morphogenesis in neurodevelopment, it is not well understood how these pathways are regulated in different developmental contexts. The simple embryos of the invertebrate chordate *Ciona* are tractable for high-resolution functional genomics (Reeves et al., 2017; Horie et al., 2018; Racioppi et al., 2019; Wang et al., 2019) and *in vivo* imaging (Cota and Davidson, 2015; Hashimoto et al., 2015; Veeman and Reeves, 2015; Mizotani et al., 2018; Bernadskaya et al., 2019), and have been increasingly used to investigate the regulation of cell behaviors in development (Bernadskaya and Christiaen, 2016). Furthermore, their classification in the tunicates, the sister group to the vertebrates (Delsuc et al., 2006), means they share with vertebrates many chordate-specific gene families, cell types, organs, and developmental processes (Ermak, 1977; Ogasawara and Satoh, 1998; Christiaen et al., 2002; Hervé et al., 2005; Dufour et al., 2006; Kugler et al., 2008; Stolfi et al., 2010, 2011, 2015; Razy-Krajka et al., 2012; Tolkin and Christiaen, 2012; Abitua et al., 2015), particularly their larval central nervous system (CNS), a miniaturized but typically chordate CNS containing only 177 neurons (Figure 1a; Ryan et al., 2016). *Ciona* are thus model organisms well-suited to the study of potentially conserved, chordate-specific gene regulatory networks controlling neurogenesis and associated cell behaviors during neurodevelopment.

**FIGURE 1:**
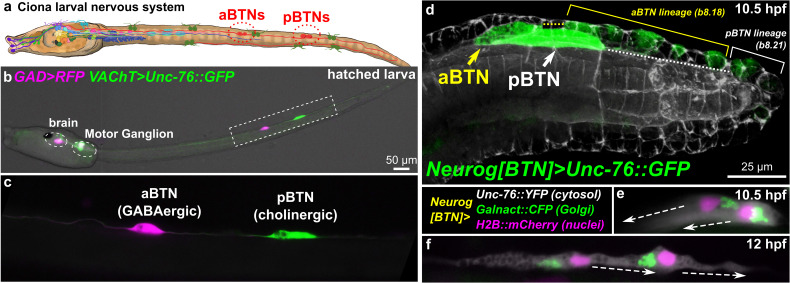
Ciona Bipolar Tail Neurons and the larval nervous system. **(a)** Cartoon diagram of Ciona larval nervous system based on (Ryan et al., 2016), showing approximate positions of posterior BTNs (pBTN), and anterior BTNs (aBTNs). **(b)** *GAD* > *RFP* (Zega et al., 2008) and *VAChT* > *Unc-76:GFP* (Kratsios et al., 2012) reporters label GABAergic aBTNs and cholinergic pBTNs, respectively. Note that due to mosaic incorporation of the reporter plasmids in this particular individual, *VAChT* > *Unc-76:GFP* is not expressed in the cholinergic neurons of the core Motor Ganglion, whose axons normally would obscure the BTNs. **(c)** Magnified view of neurons boxed in **(b)**. **(d)** Confocal image of migrating BTNs in tail tip of a tailbud (11.5 hpf at 18°C, equivalent to ∼10.5 hpf at 20°C) embryo electroporated with *Neurog[BTN]* > *Unc-76:GFP* (green). **(e)** Relative position of Golgi apparatus is posterior to the nucleus in the BTNs during their migration forward (∼11.5 hpf at 18°C or 10.5 hpf at 20°C), then **(f)** becomes anterior to each nucleus during distal process extension (∼13.5 hpf at 18°C or 12 hpf at 20°C). Larva diagram illustration by Lindsey Leigh.

To study these processes in *Ciona* neurons, we have focused on the Bipolar Tail Neurons (BTNs, Figures 1b,c). The BTNs are two bilateral pairs of neurons located along the tail nerve cord and derive their name from the two long processes they extend in opposite directions along the anterior-posterior axis. Each left/right pair is comprised of a GABAergic anterior BTN (aBTN) and a cholinergic posterior BTN (pBTN) that arise from separate but adjacent lineages (Figure 1d). The BTNs are proposed homologs of vertebrate dorsal root ganglia (DRG) neurons, based on their developmental origin from the neural crest-like cells, their early expression of Neurogenin (Neurog) family of proneural transcription factors, their morphogenesis, and their role in relaying peripheral sensory information to the CNS (Stolfi et al., 2015). Like neural crest-derived DRG neurons in vertebrates, BTNs delaminate from the dorsal midline ectoderm and migrate along paraxial mesoderm as a simple chain comprised of the aBTN followed by the pBTN (Figure 1d), achieving their unique morphology by first extending a neurite anteriorly (Figure 1e), then reversing polarity and extending a neurite posteriorly (Figure 1f).

It was previously shown that FGF/ERK signaling regulates BTN lineage specification and cell fate choice (Stolfi et al., 2015). Early treatment (5 h post-fertilization, or hpf, at 20°C, equivalent to the St.12 mid-gastrula stage) with the MEK inhibitor U0126 abolished Neurog expression and BTN specification. In contrast, later treatment (7 hpf 20°C, St.16 late neurula) with U0126 paradoxically resulted in ectopic, sustained Neurog expression within the BTN lineage, resulting in the specification of supernumerary BTNs at the expense of other cells in the lineage. The roles of other signaling pathways in specifying BTN fate are not yet clear. For instance, Delta/Notch perturbation does not appear to affect BTN specification or differentiation (Stolfi et al., 2015).

The dynamic, opposing roles of FGF/ERK signaling in controlling BTN specification and differentiation is consistent with several observations on the paradoxical roles of FGF in regulating vertebrate neurogenesis (Diez del Corral and Morales, 2017), as well as other tissues in *Ciona*, for instance the heart (Davidson et al., 2006; Razy-Krajka et al., 2018). For instance, early FGF signaling is required for specification of neuromesodermal precursors (Storey et al., 1998; Boulet and Capecchi, 2012; Sasai et al., 2014). However, sustained FGF signaling in these cells later promotes a mesoderm fate over neuronal fate (Boulet and Capecchi, 2012; Henrique et al., 2015), as it does in the *Ciona* neuromesodermal “A9.32” blastomeres that give rise to motor neurons and paraxial tail muscles (Hudson et al., 2007; Navarrete and Levine, 2016). Similarly, FGF signaling is required for neural crest specification (Sasai et al., 2014), but sustained FGF signaling in the dorsal neural tube keeps cells in an uncommitted, non-neural crest state (Martínez-Morales et al., 2011). Thus, the regulated downregulation of FGF signaling in these cells promotes delamination and migration of neural crest cells, including those that will give rise to DRG neurons (Martínez-Morales et al., 2011). Finally, downregulation of FGF signaling has been shown to be crucial for mitotic exit and neuronal differentiation in both vertebrates (Diez del Corral et al., 2002) and *Ciona* (Stolfi et al., 2011).

It was also previously shown that sustained expression of Neurog is necessary and sufficient for BTN specification, delamination, and migration, as supernumerary BTNs generated by ectopic Neurog overexpression engage in these same stereotyped behaviors (Stolfi et al., 2015). In vertebrates, Neurog2 is activated in delaminating mammalian neural crest cells, long before commitment to a neuronal fate (Soldatov et al., 2019). Neurog1/Neurog2 are also expressed in committed DRG progenitors as they migrate through somatic mesoderm and begin to differentiate into their bipolar (more accurately pseudounipolar) shape to transmit sensory information from peripheral tissues to the CNS (Ma et al., 1999). Therefore, Neurog factors might be activating conserved regulatory “programs” for migration, polarization, and axon outgrowth of neural plate border-derived sensory neurons that are shared between tunicates and vertebrates. Since Neurog family factors are expressed in many other differentiating neurons throughout the CNS, it is thought that many of their direct and indirect transcriptional targets might also be shared among various different neuron types and conserved throughout metazoan evolution. However, these targets have not been profiled in detailin migrating sensory neuron precursors.

In this study, we investigated the role of FGF signaling in regulating *Neurog* expression and subsequent BTN neurogenesis. Although it has been shown that Fgf9/16/20 is required to specify neural plate border cells (Roure et al., 2014), from which both aBTN and pBTN lineages arise, here we demonstrate that later Fgf8/17/18 from tail tip cells controls neural differentiation in the aBTN (but not pBTN) lineage. More specifically, we show that tail-tip Fgf8/17/18 is required to suppress sustained Neurog expression in the majority of the aBTN lineage-derived cells, resulting in the eventual differentiation of only two BTNs per side. However, pBTNs appear unaffected by manipulating either Fgf8/17/18 function or inhibiting FGF signaling in general.

Additionally, we use RNAseq to profile migrating BTNs under Neurog gain- or loss-of-function conditions, dissociated, and isolated from synchronized embryos using fluorescence-activated cell sorting (FACS). By analyzing BTN transcriptome profiles under these conditions, we identified, and validated by *in situ* hybridization, a core set of candidate “effector” genes downstream of BTN fate choice, many of them highly conserved in vertebrate neurogenesis. This and other genes encode a diverse set of intracellular and extracellular proteins that provide an entry point to studying the molecular pathways that control BTN neurogenesis, delamination, migration, and morphogenesis. Thus, our work in characterizing gene regulatory mechanisms acting both upstream and downstream of the critical determinant of BTN fate, Neurog, sets a foundation for the dissection of a potentially conserved, and chordate-specific transcriptional network for morphogenetic cell behaviors in neurogenesis.

## Results and Discussion

### Distinct FGFs Control BTN Lineage Specification and Cell Fate Decisions

Because treatment with the MEK inhibitor U0126 has opposing effects on BTN specification depending on timing (Stolfi et al., 2015), we reasoned that different FGF signaling events might be controlling (1) initial *Neurog* expression and BTN lineage specification between 5 and 7 hpf and (2) later restriction of *Neurog* within the BTN lineage, after 7 hpf. *Fgf9/16/20* is the earliest *Fgf* family gene expressed (starting at the 16-cell stage onwards) and has been previously shown to be required for the specification of the posterior neural plate borders and for the activation of the conserved neural plate border regulatory gene *Msx* (Roure et al., 2014). *Msx* in turn has been shown to be required for BTN specification and differentiation (Li et al., 2017). Therefore, Fgf9/16/20 signaling is required for initial BTN lineage specification, which is consistent with the complete loss of *Neurog* expression upon early U0126 treatment. However, this activating function is at odds with the later effect of U0126 treatment, which results in ectopic *Neurog* expression and supernumerary BTNs instead. We therefore sought to understand more clearly how this later FGF signaling component might function.

Starting at 7 hpf, a different *Fgf* family gene, *Fgf8/17/18* is expressed in tail tip cells adjacent to the pBTNs (Figure 2a). According to our previous work on BTN lineage studies, these *Fgf8/17/18* + cells are likely derived from the same immediate lineage as the pBTNs (Stolfi et al., 2015). At this moment, *Neurog* expression has become restricted to the anteriormost cell in the aBTN lineage on either side of the midline, furthest from the tail tip, the source of Fgf8/17/18 (Figures 2b,c). The expression of *Fgf8/17/18* in tail tip cells that are touching the pBTNs suggested that FGF signaling might not have a negative effect on *Neurog* expression in these cells. However, the tail tip localization of *Fgf8/17/18* is more consistent with a role for restricting aBTN fate, through a posterior-to-anterior concentration gradient. To assay FGF signaling levels in the region, we performed dpERK antibody staining at 7 hpf, which revealed a posterior-to-anterior gradient of ERK phosphorylation along the dorsal midline (Figure 2d). We observed highest levels of phosphorylation (and presumably, FGF signaling activity) in more posterior cells closest to the tail tip, and lowest levels in the presumptive aBTN cell which is furthest from the tail tip. FGF signaling in other *Ciona* cell fate decision events has mostly been observed as the result of direct cell-cell contacts (Hudson et al., 2007; Imai et al., 2009; Guignard et al., 2018). We therefore asked whether we could find Fgf8/17/18 localized at a longer distance from its source. When we expressed an Fgf8/17/18:GFP fusion protein in the tail tip under the control of the endogenous *Fgf8/17/18* promoter, we found that most GFP signal was localized to the tail tip cells, but that some was also observed localized around the extracellular matrix between the notochord and the overlying ectoderm (Figure 2e and Supplemental Figure 1). It is unclear whether this represents secreted, extracellular Fgf8/17/18, or if is carried by filopodia, cytonemes, or extra-cellular vesicles, etc. However, this distribution is consistent with the proposed action of Fgf8/17/18 at a distance from the tail tip. Alternatively, it is possible that Fgf8/17/18 acts only over cell-cell contact very early on, with later anterior/posterior differences in dpERK and *Neurog* activity arising through asymmetric propagation of downstream, intracellular signaling as the cells in the lineage divide and proliferate. Either way, *Neurog* expression in the aBTN lineage is inversely correlated with distance from the source of Fgf8/17/18, suggesting a negative effect of late FGF signaling on BTN specification. To test whether FGF signaling is restricting BTN specification, we first expressed a truncated, dominant-negative FGF receptor (Davidson et al., 2006) in BTN lineages using the *Neurog[BTN]* driver (Stolfi et al., 2015; *Neurog* > *dnFGFR*). This resulted in supernumerary BTNs in a substantial proportion of larvae (Figures 3a,b). Using the *Asic* reporter to visualize differentiated BTN fate, a majority (>90%) of embryos had fewer than 4 BTNs labeled in control embryos expressing an inert *lacZ* transgene (*Neurog* > *lacZ*), which is expected due to mosaic uptake of the reporter. However, in the dnFGFR condition, a majority (>70%) had 4 or more BTNs labeled, and half had more than 5 BTNs labeled, clearly indicating an excess number of BTNs. This mimics the previously published U0126 result and further demonstrates a cell-autonomous requirement for FGF signaling in BTN precursors to limit BTN differentiation.

**FIGURE 2:**
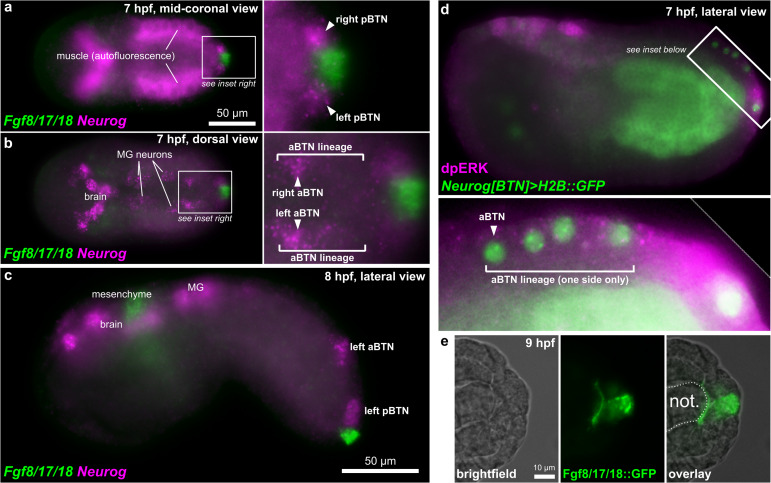
BTNs and the FGF signaling pathway. **(a)** Two-color *in situ* hybridization at 7 hpf showing *Fgf8/17/18* and *Neurog* expression in pBTN lineage (magnified inset). **(b)** Same embryo as in **(a)**, but viewed at a more dorsal focal plane, showing *Neurog* expression in the aBTN lineage and relative position of the aBTNs and *Fgf8/17/18* expression in the tail tip (magnified inset). **(c)** Two-color *in situ* hybridization at 8 hpf showing migrating aBTN and pBTN cells on one side of the embryo. **(d)** Immunohistochemical staining for phosphorylated ERK (dpERK, magenta) in a 7 hpf embryo, showing posterior-to-anterior gradient in the aBTN lineage (magnified inset). aBTN lineage is labeled with *Neurog[BTN]* > *H2B:GFP* reporter plasmid expression (green nuclei). **(e)** Embryo electroporated with *Fgf8/17/18* > *Fgf8/17/18:GFP* plasmid, showing Fgf8/17/18:GFP (green) emanating from the tail tip cells, spreading around the tip of the notochord. MG: Motor Ganglion. Not.: Notochord.

**FIGURE 3:**
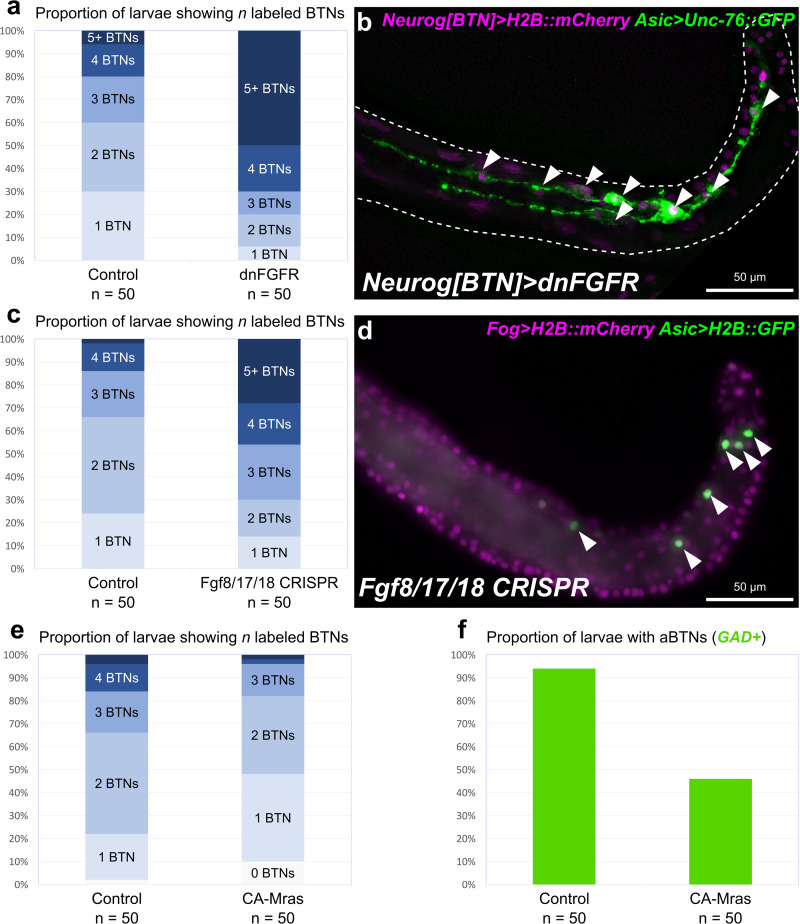
Perturbing FGF signaling in the BTN lineages. **(a)** Quantification of number of *Asic* > *Unc-76:GFP* + BTNs seen in larvae, showing expansion of BTNs upon dnFGFR overexpression. Only larvae with both Unc-76:GFP and BTN lineage-specific *Neurog[BTN]* > *H2B:mCherry* expression were scored. **(b)** Representative image of a larva showing many supernumerary BTNs (arrowheads) upon dnFGFR overexpression in the BTN lineages. **(c)** Quantification of BTN specification as in **(a)** but for tissue-specific CRISPR/Cas9-mediated knockout of *Fgf8/17/18*, using *Asic* > *H2B:GFP* as the BTN fate marker. **(d)** Representative image of a larva showing supernumerary BTN nuclei (arrowheads) upon tail tip-specific knockout of *Fgf8/17/18.* **(e)** Quantification of BTN specification as in (a) using *Asic* > *Unc-76:GFP*, but for overexpression of CA-Mras. In this case, H2B:mCherry + larvae with zero BTNs were also counted. **(f)** Quantification of larvae with *GAD* > *Unc-76:GFP-*labeled aBTNs upon CA-Mras overexpression.

To test whether *Fgf8/17/18* is necessary for BTN fate restriction, we used CRISPR/Cas9 to knock this gene out specifically in the animal-pole derived ectoderm (a-/b-lineages), which gives rise to the tail tip. No other cells derived from these lineages express *Fgf8/17/18* at the tailbud stage, and *Fgf8/17/18* in other cells was not disrupted thanks to the use of *Fog* > *Cas9* to restrict Cas9 expression to the animal pole (Gandhi et al., 2017). In embryos electroporated instead with a non-specific “control” single-chain guide RNA (sgRNA), we detected fewer than 4 BTNs labeled in over 85% of embryos (Figure 3c). In contrast, knocking out *Fgf8/17/18* in the tail-tip resulted in over 40% of embryos with 4 or more BTNs, and over 25% of embryos with more than 5 BTNs (Figures 3c,d). Although the effect was not as pronounced as the dnFGFR overexpression, these data are consistent with a role for Fgf8/17/18 ligand emanating from the tail tip to restrict BTN specification after initial *Neurog* activation has been initiated in the lineage.

To test whether FGF/ERK signaling is sufficient to restrict BTN fate specification, we overexpressed a constitutively active form of Mras (CA-Mras), which transduces FGF signaling upstream of MEK/ERK (Razy-Krajka et al., 2018). We overexpressed CA-Mras in the BTN lineages by electroporating the embryos with *Neurog[BTN]* > *CA-Mras* and assayed its effect on *Asic* reporter plasmid expression. Although there was a reduction in average number of *Asic* > *Unc-76:GFP*-labeled BTNs in CA-Mras-expressing larvae (Figure 3e), there were few larvae that had no visible BTNs at all. We supposed this might be due to the fact that sustained FGF/ERK might restrict only aBTN (but not pBTN) fate specification, as predicted by the *Fgf8/17/18* expression pattern. To further test this hypothesis, we repeated the CA-Mras overexpression while assaying expression of the *Glutamate decarboxylase (GAD)* reporter plasmid (Zega et al., 2008), that labels only the differentiated aBTNs, not pBTNs (see Figure 1). Indeed, CA-Mras overexpression greatly suppressed aBTN differentiation (Figure 3f). Unfortunately, we were unable to use a similar pBTN reporter to assay pBTN specification exclusively. Although the *Vesicular acetylcholine transporter (VAChT)* reporter (Yoshida et al., 2004) is active in the pBTN but not aBTN (Figures 1b,c), it also often expressed in other tail neurons and Motor Ganglion (MG) neuron axons that extend throughout the tail, making pBTN specification very difficult to assay. Therefore, assaying the activity of a more specific pBTN reporter in both gain-of-function CA-Mras and loss-of-function (*Fgf8/17/18* CRISPR) conditions will be needed to fully assess the role of late FGF signaling on this sub-lineage. However, taking the above results together with the direct contact between Fgf8/17/18-expressing tail tip cells and the differentiating pBTNs (Figure 2a), we suggest that Fgf8/17/18 is key for restricting the number of aBTNs, but not pBTNs. We summarize our current model of FGF signaling and BTN neurogenesis using a diagram (Figure 4).

**FIGURE 4:**
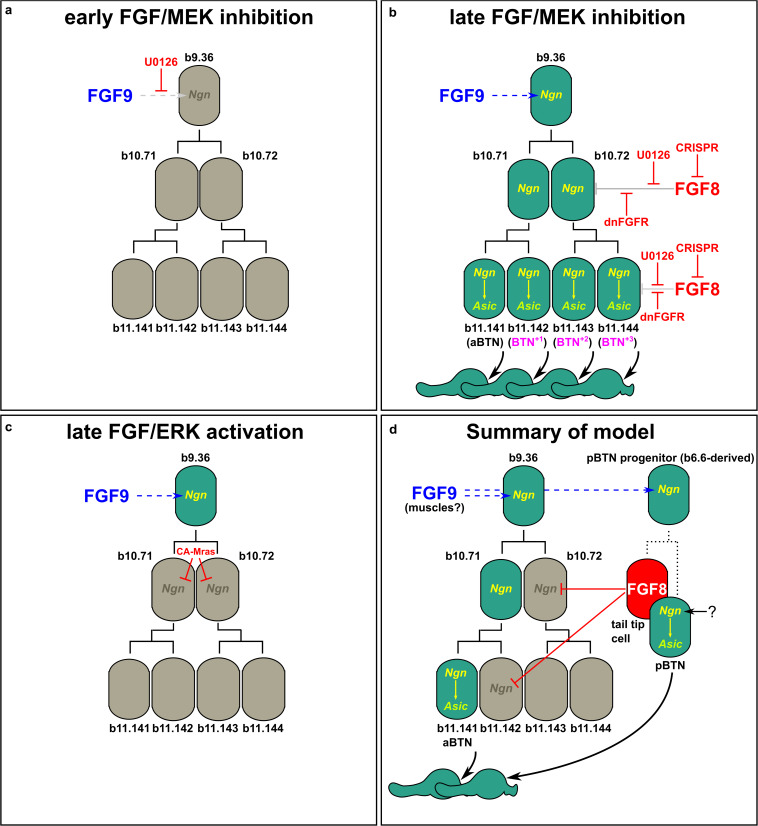
Models of FGF-dependent regulation of BTN specification and differentiation. **(a)** Early U0126 treatment confirms role of Fgf9/16/20 (FGF9) in specifying BTN lineage founder cells (from Stolfi et al., 2015). **(b)** Perturbing late FGF signaling, either via late U0126 treatment (Stolfi et al., 2015), or dnFGFR overexpression or *Fgf8/17/18* knockout using CRISPR results in supernumerary aBTNs, through loss of repression of *Neurog* in posterior cells of the aBTN lineage. **(c)** Ectopic FGF/ERK activation via CA-Mras overexpression suppresses maintenance of *Neurog* expression and abolished aBTN fate. **(d)** Summary of our model encompassing the distinct roles of early and late FGF signals, and the distinct aBTN lineage-specific requirement for *Fgf8/17/18* to restrict differentiation.

### RNAseq Profiling of Potential Effectors of Neurogenesis in Isolated BTN Progenitors

Because Neurog overexpression is sufficient to specify ectopic differentiated BTNs that all delaminate and migrate (Stolfi et al., 2015), we sought to identify those genes that are upregulated downstream of Neurog, as some may encode effectors of BTN neurogenesis and cell behaviors. Although Neurog is a transcription factor, it is important to note that not all of these effectors are expected to be direct transcriptional targets of Neurog. However, we still consider these to be “downstream” of Neurog.

To identify these direct or indirect downstream genes, we turned to transcriptome profiling using FACS-RNAseq (Figure 5a). We profiled cells labeled with a *Neurog[BTN]* fluorescent reporter under different experimental conditions, isolated from synchronized embryos at 9.5 hs post-fertilization (hpf) at 20°C. In the “control” condition (*Neurog* > *lacZ*) only 4 cells per embryo become BTNs, while the rest of the BTN lineage is initially specified as broadly epidermis (∼15–16 cells at mid-tailbud), with various epidermal sensory neurons specified later (Figure 5b; Stolfi et al., 2015). In parallel, we sorted cells from embryos in which wild-type Neurog was overexpressed (*Neurog* > *Neurog*), or a dominant-repressor form of Neurog (*Neurog* > *Neurog:WRPW*). 

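Cells of the BTN lineage of *Ciona robusta*, a tunicate, were sorted by a fluorescent *Neurog[BTN]* reporter at 9.5 hpf and 20°C in 3 conditions with 2 libraries each. In *Neurog* > *lacZ* a bacterial enzyme takes the place of the transcription factor, and in *Neurog* > *Neurog:WRPW* the WRPW motif recruits a corepressor to the genes Neurog binds. *Neurog* itself (KH.C6.129) was at 112 ± 31.1 CPM (SD, n = 2) in the lacZ libraries, 3955 ± 28.6 CPM in the Neurog libraries and 149.7 ± 57.5 CPM in the Neurog:WRPW libraries. Its LogFC, on the log2 scale, was 5.14 in Neurog vs. lacZ (standard error 0.41, adjusted p = 0.139 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00672 with the replicate block) and 0.42 in Neurog:WRPW vs. lacZ (standard error 0.35, adjusted p = 1.00 by that test), or -0.039 without Neurog:WRPW replicate 2. Reads from the electroporated plasmids and from the chromosomal gene are counted together in these values. By the paper's methods the plasmids of both perturbations encode Neurog, yet no rise beyond the spread was seen in the Neurog:WRPW libraries. The gene thus bears out the label of the Neurog libraries but not that of the Neurog:WRPW libraries.

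The paper gives 975 and 200 sorted cells for lacZ replicates 1 and 2, 284 and 800 for Neurog, and 2418 and 114 for Neurog:WRPW. From these cells the authors made amplified cDNA libraries, mapped the reads with STAR 2.5.2b and counted reads over the exons of KyotoHoya (KH) gene models with featureCounts, leaving out duplicate reads. Removing duplicates by position lowers the counts of the most abundant transcripts more than those of rare ones. The deposited counts total 16988929 and 24499397 in lacZ replicates 1 and 2, 17297185 and 15810101 in Neurog, and 19565263 and 10315548 in Neurog:WRPW. The paper reports 192396840 reads for all 6 libraries, and the values here use the counts. The 12253 of 15232 gene models over 1 CPM in at least 2 libraries were scaled by TMM and fitted together in edgeR 4.0.16 with the condition as the only factor. Values with the replicate block come from a second fit that adds the replicate number as a factor. Neither the paper nor the labels say that this number marks a batch. It was taken to pair the libraries only after the calls of that fit were known. The standard error of a LogFC is its size divided by the square root of the quasi-likelihood F value. Gene names are those of the paper and its Tables S1 and S3, of which the copies used here hold the first 9.49% of 11777 genes and 97.8% of 137 genes.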

*Neurog* > *Neurog* specifies all cells as supernumerary BTNs, while *Neurog* > *Neurog:WRPW* abolishes BTN fate (Figure 5b). cDNA libraries were prepared from isolated cells, with each condition represented by two biologically independent replicates.

**FIGURE 5:**
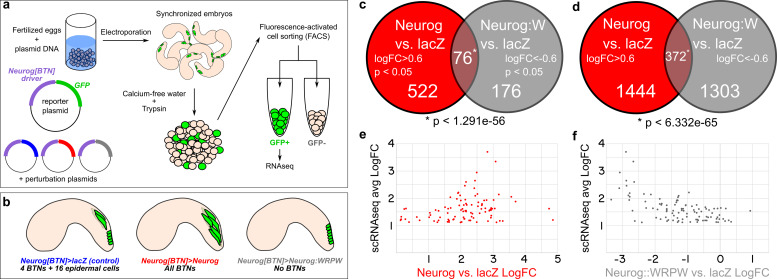
RNAseq-based analyses of Neurog function in BTNs. **(a)** Schematic of FACS + RNAseq approach used to profile BTNs. **(b)** Schematic of different conditions used to sort “control” BTN lineages and Neurog gain- or loss-of-function. **(c)** Non-proportional Venn diagram indicating number of genes in each condition showing statistically-significant (*p* < 0.05) differential expression (LogFC > 0.6 in Neurog vs. lacZ or <-0.6 in Neurog:WRPW vs. lacZ). Statistical significance (asterisk) was calculated using hypergeometric test. **(d)** Same analysis as in **(c)** but with *p*-value cutoff removed. Hypergeometric test was also used to measure statistical significance (asterisk). **(e)** Comparison of “avg LogFC” of top 98 BTN genes identified by single-cell RNAseq (Horie et al., 2018) to LogFC in Neurog vs lacZ, showing that all 98 are positively upregulated by Neurog. **(f)** Similar comparison as in **(e)** but to LogFC in Neurog:WRPW vs. lacZ, revealing that all but 7 of the top 98 BTN genes are downregulated by Neurog:WRPW. “Neurog:W” = Neurog:WRPW.

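*Kif26* (KH.C11.185), a kinesin gene, was at 25.6 and 17.7 CPM in the lacZ libraries, 131.2 ± 4.122 CPM (SD, n = 2) in the Neurog libraries and 7.45 and 5.78 CPM in the Neurog:WRPW libraries. It is 1 of 58 genes that were both upregulated by Neurog and downregulated by Neurog:WRPW at the thresholds of Figure 5c, a LogFC beyond 0.6 or -0.6 and an unadjusted p under 0.05. By the ISH results of Table S3, 18 of the 58 genes are expressed in BTNs, 10 are unclear, 6 are expressed in other tissues, 5 in other CNS neurons and 3 are negative, while 16 are not listed. The set comes from 534 genes upregulated by Neurog and 146 downregulated by Neurog:WRPW. Between the Neurog and Neurog:WRPW libraries directly, 5 genes differed at an adjusted p under 0.05 by edgeR's quasi-likelihood test, all higher in Neurog. They are *Neurog*, *Kif26* (LogFC 4.301, standard error 0.32, adjusted p = 0.0284), KH.L164.21, KH.L119.20 and KH.C10.464, which Table S1 names after the histamine receptor *HRH1*. The last of these was named after its values were seen. The number 5 was 461 with the replicate block, 394 with the exact test and 514 with DESeq2, and 0 with only the 2 groups compared and with any library left out.

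Independent lists of these sizes share 6.36 genes (exact hypergeometric test, p = 4.71e-41). In 100 simulations of unchanged groups that share their lacZ libraries, the overlap was 1.32 genes on average and at most 5, and 284 genes (SD 16.3) were upregulated by Neurog and 292 (SD 16.6) downregulated by Neurog:WRPW, more than the 146 in the data. Where the simulated libraries are also paired by replicate number, a simulation chosen after the results were seen, these numbers were 50.7 (SD 7.22) and 53.9 (SD 7.23) in the fit without the block, below the 534 and 146 of the data, and 248 (at most 296) and 258 (at most 301) in the fit with it. Against lacZ, no gene passed an adjusted p of 0.05 by edgeR's quasi-likelihood test in either comparison. There, 771 genes in Neurog and 191 in Neurog:WRPW had an unadjusted p under 0.05. Chance gives 613 of 12253 only where libraries vary independently. The paired simulation above called fewer unchanged genes at the thresholds of Figure 5c than the independent one, so 613 may be too high for these libraries. The exact test of edgeR called 137 genes up and 20 down in Neurog and 2 down in Neurog:WRPW at that adjusted p, and DESeq2 190, 30 and 4. A fit with the replicate block called 168 up and 11 down in Neurog and 0 in Neurog:WRPW, and at the thresholds of Figure 5c it gave 813 genes upregulated by Neurog, 435 downregulated by Neurog:WRPW and 173 in both. The overlap of 58 genes was 15 without lacZ replicate 1, 35 without Neurog replicate 1 and 155 without Neurog:WRPW replicate 1, in fits that assume that the lone library varies like the other groups.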

Under these conditions, 522 genes (of a total of 11,777 analyzed) were upregulated by Neurog (LogFC > 0.6, *p* < 0.05) and 176 downregulated by Neurog:WRPW (LogFC < −0.6, *p* < 0.05), with 76 genes in both categories (*p* < 1.291e-56 using the hypergeometric test, Figure 5c and Supplemental Table 1). The larger number of genes upregulated by Neurog overexpression was expected, given that many more ectopic BTNs are specified in *Neurog* > *Neurog* than the number of BTNs lost in *Neurog* > *Neurog:WRPW* (Stolfi et al., 2015). However, this could also be an artifact due to lower statistical support as a result of vastly different numbers of cells sorted between *Neurog* > *Neurog:WRPW* replicates (2418 cells and 114 cells). 

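The transcription factor gene *Bhlh-tun2* (KH.C4.649) was at 4.118 CPM in the Neurog:WRPW library from 2418 cells and at 0.445 CPM in that from 114 cells, against 16.0 and 7.16 CPM in lacZ. *Insm* (KH.C4.378), another transcription factor gene, was at 1.48 and 0.334 CPM in the same libraries, against 5.50 and 3.12 CPM in lacZ. Both were downregulated by Neurog:WRPW at the thresholds of Figure 5c, with a LogFC of -2.23 (standard error 0.82) and -2.14 (standard error 0.66) and adjusted p = 1.00 for both by edgeR's quasi-likelihood test. Neither fall passed those thresholds with only the 2 groups compared or without lacZ replicate 1, nor did that of *Bhlh-tun2* without Neurog replicate 2. Of the 534 genes upregulated by Neurog, 406 lay below 0 in Neurog:WRPW vs. lacZ, which is 76.0% against 52.0% of all genes tested, and their median LogFC there was -0.38.

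The Neurog:WRPW library from 114 cells had 13009 genes with at least 1 count, and that from 2418 cells had 14497. Among 7969 genes over a mean of 8 CPM, replicates differed by a median of 0.323 on the log2 scale in lacZ, 0.349 in Neurog and 0.41 in Neurog:WRPW. Without the library from 114 cells, 185 genes were downregulated by Neurog:WRPW, and without that from 2418 cells there were 958. Without lacZ replicate 1 there were 79, and without lacZ replicate 2 the genes upregulated by Neurog numbered 231.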

Although there were reported whole-mount *in situ* hybridization (ISH) images for 33 of these 76 genes on the ANISEED tunicate expression database (Brozovic et al., 2018), we were able to infer clear BTN expression from such database images for only 10 genes. These included the marker gene *Asic* previously used to assay BTN specification (Coric et al., 2008), and additional genes such as *alpha-Tubulin* (KH.C8.892), *Rgs19/20 (KH.C1.314), Slc35g2 (KH.L141.43), Bassoon-like (KH.C5.481), Onecut*, and others with no substantial homology to known proteins. 

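*Asic* (KH.C1.215), which encodes an acid-sensing ion channel, was at 59.2 ± 20.4 CPM (SD, n = 2) in lacZ, 320 ± 184 CPM in Neurog and 7.95 ± 9.361 CPM in Neurog:WRPW. Its LogFC was 2.44 in Neurog vs. lacZ (standard error 0.96, adjusted p = 0.749) and -2.85 in Neurog:WRPW vs. lacZ (standard error 0.99, adjusted p = 1.00) by edgeR's quasi-likelihood test. *Onecut* (KH.C6.185), a transcription factor gene, had LogFCs of 2.08 (standard error 0.46) and -1.67 (standard error 0.46). *alpha-Tubulin* (KH.C8.892) was the most abundant of these genes, at 1816 ± 617.5 CPM (SD, n = 2) in lacZ and 7729 ± 3010 CPM in Neurog, and its LogFC in Neurog:WRPW was -1.07 (standard error 0.40). Tubulin genes have close copies, among which the counting can divide reads. *Slc35g2*, a solute carrier gene, had LogFCs of 2.489 (standard error 0.68) and -3.07 (standard error 0.73).

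These 4 genes passed the thresholds of Figure 5c in both directions with all 6 libraries. Without lacZ replicate 1, the falls of *Asic*, *Onecut* and *alpha-Tubulin* no longer passed, and that of *alpha-Tubulin* was lost also without either Neurog:WRPW library. The rise of *Asic* was lost without either lacZ library and without Neurog replicate 1, and that of *Slc35g2* without lacZ replicate 2 and without Neurog replicate 1. *Rgs19/20* (KH.C1.314), a regulator of G-protein signaling, and *Bassoon-like* (KH.C5.481) were upregulated by Neurog at those thresholds, with LogFCs of 2.01 (standard error 0.61) and 2.759 (standard error 0.86), both lost without lacZ replicate 2 and without Neurog replicate 1. Their LogFCs in Neurog:WRPW were -1.35 (standard error 0.60) and -2.01 (standard error 0.87), past the LogFC threshold and over an unadjusted p of 0.05, and with the replicate block they were -1.51 and -2.22 and passed the thresholds of Figure 5c. All 6 genes were higher in both Neurog libraries and lower in both Neurog:WRPW libraries than in either lacZ library. By edgeR's quasi-likelihood test with the replicate block, the rise of *Asic* had an adjusted p of 0.0998. The others rose at 0.0237 (*Onecut*), 0.0122 (*alpha-Tubulin*), 0.0484 (*Slc35g2*), 0.0257 (*Rgs19/20*) and 0.0253 (*Bassoon-like*). None of the falls had an adjusted p under 0.05 in that fit. With 2 libraries against 2, the smallest p an exact permutation test can give is 0.333.

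**Figure D1:**
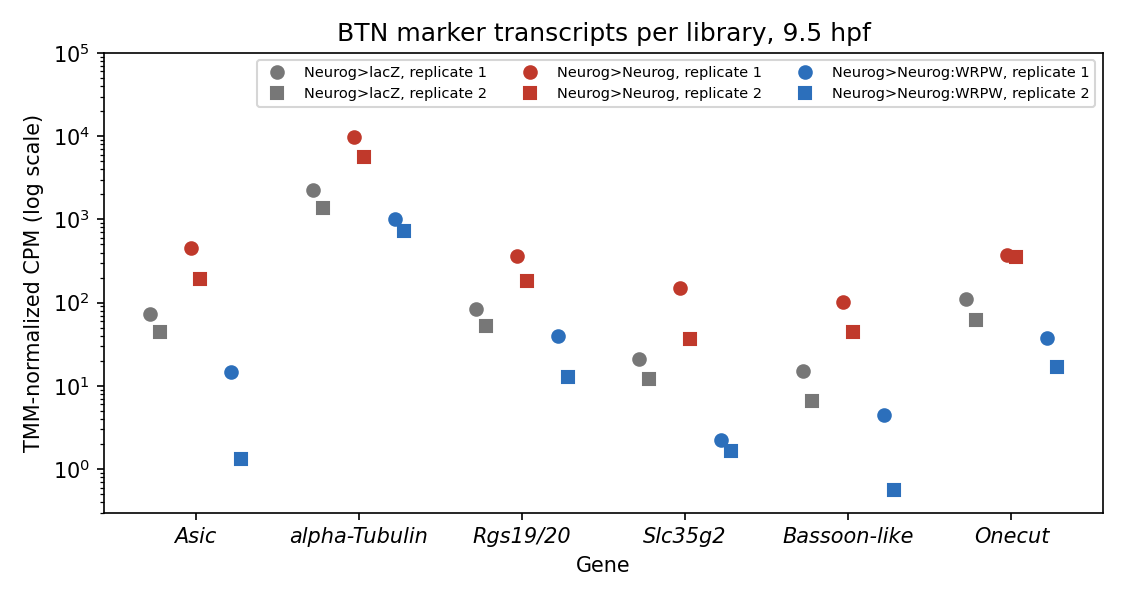
TMM-normalized CPM of 6 BTN marker genes on a log axis, with 1 point per library and replicates 1 and 2 as circles and squares. For *Asic* the Neurog libraries lie at 450.5 and 190 CPM, the lacZ libraries at 73.6 and 44.8 CPM and the Neurog:WRPW libraries around a mean of 7.95 CPM.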

Because several other known BTN markers were not represented, we relaxed our criteria. More specifically, we looked at genes that were upregulated by Neurog (1444) and downregulated by Neurog:WRPW (1303) with no *p*-value cutoff. This increased the overlapping set, and thus our candidate target gene list, to 372 genes (Figure 5d). This overlap was still statistically significant (*p* < 6.332e–65), suggesting this expanded list is likely to include bona fide BTN-specific genes downstream of Neurog.

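*Ncs*, *Adra2* and *Sema6* are among 412 genes with a LogFC over 0.6 in Neurog vs. lacZ and under -0.6 in Neurog:WRPW vs. lacZ, with no p-value cutoff. *Saxo* (KH.C10.475), a microtubule-associated protein gene, enters by this criterion, at 11.7 ± 5.17 CPM (SD, n = 2) in lacZ, 46.4 ± 37.9 CPM in Neurog and 2.17 ± 3.06 CPM in Neurog:WRPW. Its LogFCs were 1.99 (standard error 1.205, adjusted p = 0.915) and -2.31 (standard error 1.26, adjusted p = 1.00) by edgeR's quasi-likelihood test, both over an unadjusted p of 0.05. With the replicate block both passed the thresholds of Figure 5c, at 1.71 (standard error 0.64) and -2.82 (standard error 0.75), and its rise passed also with only the 2 groups compared and without either Neurog:WRPW library. Its fall passed also without Neurog:WRPW replicate 1, where the lone Neurog:WRPW library is at 0 CPM. In all, 1586 genes were over 0.6 in Neurog and 1456 under -0.6 in Neurog:WRPW.

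Independent lists of these sizes share 188.5 genes (exact hypergeometric test, p = 1.77e-63). In 100 simulations of unchanged groups that share their lacZ libraries, 107 genes overlapped on average (SD 10.8). Shared controls move both fold changes the same way, and the simulated correlation across genes was 0.493 with a covariance of 0.265, against -0.0102 and -0.0045 in the data. Genes are not independent replicates, and each part of split controls would hold 1 library, so the controls were not split. Without lacZ replicate 1 the overlap was 264 genes, no more than the 285.3 of independent lists (exact hypergeometric test, p = 0.939), while unchanged groups simulated without that library, a simulation chosen after the results were seen, shared 88.3 (SD 8.3). Without Neurog:WRPW replicate 1 it was 751, against 399.8 in independent lists. From the overlap, the paper proposes that the expanded list is likely to include BTN-specific genes downstream of Neurog.

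**Figure D2:**
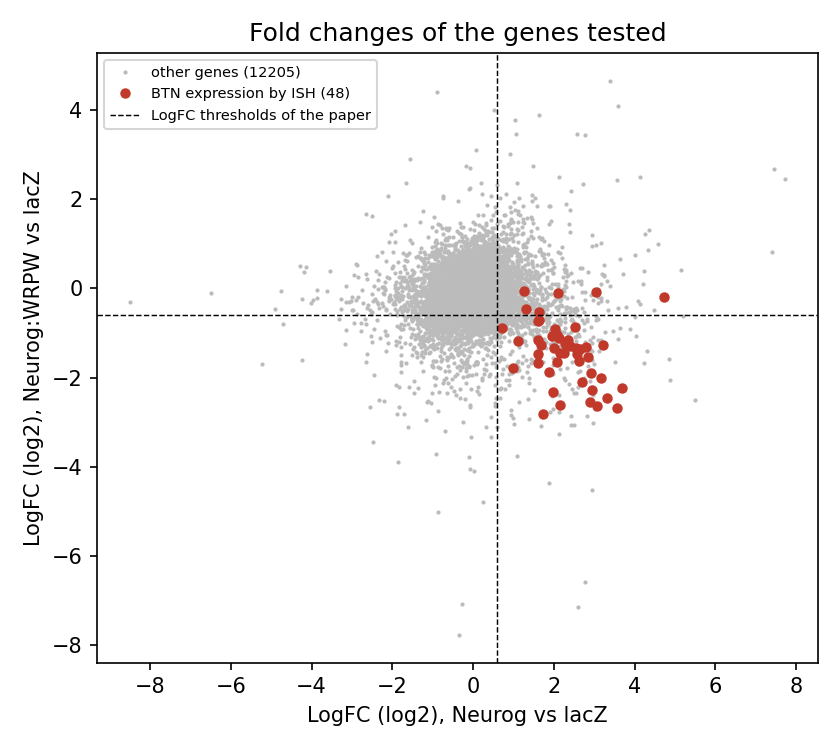
LogFC of each of 12253 genes in Neurog vs. lacZ (x axis, log2) and in Neurog:WRPW vs. lacZ (y axis, log2), with the 48 genes of Table S3 with BTN expression by ISH in red and dashed lines at the LogFC thresholds of 0.6 and -0.6. The 48 genes lie between 0.71 and 4.73 on the x axis and between -2.81 and -0.06 on the y axis. The paper gives no rule for their choice, which followed its analysis of these libraries. The other ISH groups of Table S3, with similar medians, are not marked.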

To further test whether we were measuring meaningful BTN-specific gene expression, we cross-referenced these data to a previously published single-cell RNAseq data set comprising the top 100 genes enriched in the BTNs relative to other cell types at 12 hpf at 18°C (Horie et al., 2018; Supplemental Table 2), with the exception of two genes: *KH.S1555.2* (which was not present in our dataset), and *Neurog* (due to confounding reads from the electroporated plasmids). 

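KH.S1555.2 has a row in the deposited counts, with 5 and 21 counts in the lacZ libraries, 77 and 120 in the Neurog libraries and 0 and 10 in the Neurog:WRPW libraries. Its LogFC was 3.16 in Neurog vs. lacZ (standard error 1.48) and -0.28 in Neurog:WRPW vs. lacZ (standard error 1.509), with adjusted p = 0.837 and 1.00 by edgeR's quasi-likelihood test, and its rise passed the thresholds of Figure 5c with the replicate block, at 3.50 (standard error 1.10), but not without it. Only the Neurog libraries had it over 1 CPM before TMM scaling, so a filter asking for 3 libraries removes it. The single-cell gene list was not used here. Of all 12253 genes tested, 47.0% had a LogFC above 0 in Neurog and 52.0% one below 0 in Neurog:WRPW.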

We found that all 98 top BTN genes in the scRNAseq dataset were positively regulated by Neurog overexpression (LogFC > 0, Figure 5e). Similarly, 91 of 98 top genes were negatively regulated by Neurog:WRPW overexpression (LogFC < 0, Figure 5f). This confirmed that Neurog positively regulates BTN fate, and that our strategy was able to detect differential gene expression in the BTNs downstream of Neurog activity, though statistical support might be lacking for many BTN markers at the embryonic stages that were sequenced.

### Validation of BTN Genes by *in situ* Hybridization

Because the above results suggested our differential expression analysis criteria might (1) be too stringent to detect all real BTN-specific genes downstream of Neurog and (2) might contain false-positives associated with leaky expression of the Neurog driver in other tissues, we decided to validate a large set of potential BTN markers by fluorescent ISH (Supplemental Table 3). We successfully prepared probes for 137 genes, from a mixture of cDNA clones, RT-PCR, and synthetic DNA templates (see section “Materials and Methods” for details, and Supplemental Table 3 for all probe template sequences). Of these, 49 were confirmed to be upregulated in the migrating BTNs (Figure 6). 

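Of the 48 genes that the copy of Table S3 used here lists as expressed in BTNs, 36 rose with Neurog at the thresholds of Figure 5c, none fell and 12 did not pass, and 20 fell with Neurog:WRPW while 28 did not pass. *Sord* (KH.L105.1), a sorbitol dehydrogenase gene, had the largest LogFC in Neurog, 4.73 (standard error 0.49, adjusted p = 0.178 by edgeR's quasi-likelihood test, and 0.0122 with the replicate block), and a LogFC of -0.19 (standard error 0.46) in Neurog:WRPW. *Dhcr7* (KH.C2.506), an enzyme of sterol synthesis, and *Pde11-related* (KH.L18.65), a phosphodiesterase gene, rose in Neurog by LogFCs of 2.112 (standard error 0.29) and 3.05 (standard error 0.44) and were at -0.11 (standard error 0.28) and -0.08 (standard error 0.41) in Neurog:WRPW. The sign of these values rests on single libraries, at 0.627 for *Sord* and 0.163 for *Dhcr7* without lacZ replicate 2 and 0.402 for *Pde11-related* without lacZ replicate 1. KH.L119.20 rose by a LogFC of 2.16 (standard error 0.24) and fell to -1.44 (standard error 0.24). *Sema6* (KH.C4.719), a semaphorin, rose by 2.63 (standard error 0.63, adjusted p = 0.465 by edgeR's quasi-likelihood test, and 0.0242 with the replicate block). It fell to -1.64 (standard error 0.61), a fall that did not pass with only the 2 groups compared, without lacZ replicate 1, without either Neurog library or without Neurog:WRPW replicate 2.

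All 48 genes had a LogFC above 0 in Neurog and below 0 in Neurog:WRPW, with medians of 2.21 and -1.33. In both libraries of the group, 43 and 35 of them lay beyond both lacZ libraries. Chance gives 16.7% only for independent libraries and for genes not picked by their values, so this share is no baseline here. None of the 48 passed an adjusted p of 0.05 over all genes by edgeR's quasi-likelihood test, and 33 did in Neurog and 1 in Neurog:WRPW when adjusted over the list alone. The paper gives no rule for choosing its ISH genes, and the choice followed its analysis of these libraries, so none of these counts is independent evidence. The 20 genes that fell were 5 without lacZ replicate 1, 11 without Neurog:WRPW replicate 2 and 28 without Neurog:WRPW replicate 1. In the fit with the replicate block 42 fell, 32 rose at an adjusted p under 0.05 over all genes and 43 fell when adjusted over the list alone.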

For another 30, it was not clear if they were expressed in BTNs or not, due to low signal or obscuring signal from neighboring tissues. Most are likely true positives, but confirming them will require better probes or higher resolution imaging. 15 genes showed CNS-specific expression, but in other neurons, 15 showed expression mainly in non-neural tissues, and 29 were true “negatives” with no or little signal throughout the whole embryo (all images available at https://osf.io/uqfn2/).

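*Fgf20* (KH.C14.70), which encodes a fibroblast growth factor and is listed in Table S3 for other CNS neurons, rose with Neurog by a LogFC of 3.30 (standard error 0.47, adjusted p = 0.202 by edgeR's quasi-likelihood test, and 0.0271 with the replicate block) and was at -0.29 (standard error 0.45) in Neurog:WRPW, or 0.141 without lacZ replicate 2. *Calcr* (KH.C3.635), a calcitonin receptor gene of the same group, rose by 4.13 (standard error 0.98) and was at -0.34 (standard error 0.92) in Neurog:WRPW, or 1.65 without lacZ replicate 1. Of the 15 genes of other CNS neurons, 13 rose with Neurog and 6 fell with Neurog:WRPW at the thresholds of Figure 5c. Of the 13 genes of other tissues, 11 rose with Neurog, 7 fell with Neurog:WRPW and 1, KH.C8.471, rose with it, though not with only the 2 groups compared or without lacZ replicate 1 or Neurog:WRPW replicate 1. *Brsk* (KH.C11.383), a kinase gene of this group, rose by 1.56 (standard error 0.27) and fell to -1.06 (standard error 0.27). Of the 30 unclear genes, 21 rose and 16 fell, and the neuropeptide receptor gene *Nmur* (KH.C5.614), with 0 counts in both Neurog:WRPW libraries and 17 and 24 in lacZ, was at least 9.3-fold lower there, by a floor of 3 counts over the group. Of the 28 negative genes, 18 rose with Neurog, 6 fell with Neurog:WRPW and 1 rose with it. *Tff1* (KH.C14.253) and *Dpysl* (KH.C2.307) of this group rose by 3.78 (standard error 0.49) and 3.10 (standard error 0.46) and were at -0.41 and -0.33 in Neurog:WRPW, or 0.317 and 0.204 without lacZ replicate 1.

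These 4 lists had median LogFCs near the 2.21 and -1.33 of the 48 genes expressed in BTNs. In Neurog and Neurog:WRPW they were 2.01 and -1.18 for other CNS neurons and 1.89 and -1.06 for other tissues. They were 2.48 and -1.56 for the unclear and 2.315 and -1.28 for the negative genes. The rise and fall above are at an unadjusted p, and no gene of these lists passed an adjusted p of 0.05 over all genes by edgeR's quasi-likelihood test. Adjusted over the list alone, 13 genes of other CNS neurons, 8 of other tissues, 19 unclear and 11 negative genes rose with Neurog and 0, 6, 3 and 0 fell with Neurog:WRPW. This is not independent evidence, since the choice of ISH genes followed the paper's analysis of these libraries. With the replicate block, 11 negative genes fell with Neurog:WRPW at the thresholds of Figure 5c. Adjusted over the list alone in that fit, 13 genes of other tissues and 19 negative genes rose, and 9 of other CNS neurons, 21 unclear and 6 negative genes fell, while over all genes 8, 2, 11 and 8 of the 4 lists, in the order above, rose and 0 fell.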

**FIGURE 6:**
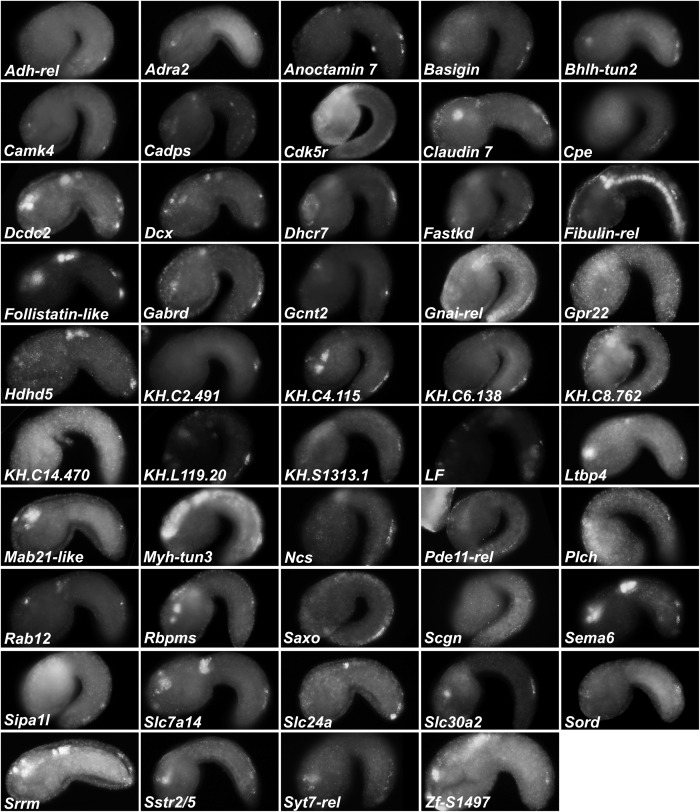
Fluorescent whole-mount *in situ* hybridization of Neurog targets (all 49 validated candidates).

From our results it became obvious that validation of BTN expression by ISH in this subset correlated most closely with overall transcript abundance in the samples. 22 of the top 50 genes with highest LogCPM were BTN+, with another 10 showing “unclear” signal. In contrast, only 3 of the 50 genes with lowest LogCPM were BTN+, though 11 were “unclear.” 23 of the bottom 50 genes were “negative,” suggesting that many of these might in fact be expressed in the BTNs, but at levels that are below the threshold of detection by ISH. 

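The 48 genes with BTN expression by ISH had a median average LogCPM of 5.551 over the 6 libraries (quartiles 4.388 and 6.57), and the 28 negative genes one of 3.104 (quartiles 1.609 and 3.598). The 30 unclear genes had a median of 4.401, the 15 genes of other CNS neurons one of 5.106 and the 13 genes of other tissues one of 2.647. Among the 50 most abundant genes of the copy of Table S3 used here, 28 were expressed in BTNs, 10 were unclear and 1 was negative. Among the 50 least abundant, from 0.25 to 3.84 LogCPM, 4 were expressed in BTNs, 11 were unclear and 23 were negative. These shares were not tested, since the copy of the table lacks some of the genes. From them, the paper proposes that many of the negative genes might be expressed in the BTNs at levels below the detection of ISH.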

Among those genes that were validated by ISH as specifically upregulated in BTNs during delamination and axon extension, some are expressed in either the aBTN, or pBTN alone, though it is unclear if this indicates merely a difference in timing of gene expression between the two. However, there is reason to believe that there are functional differences between the aBTN and pBTN. For instance, the GABAergic marker *GAD* (Zega et al., 2008) is only ever seen to be expressed in the aBTN (Figure 1c), while the cholinergic markers *VAChT/ChAT* (Yoshida et al., 2004) are expressed in the pBTN (Figure 1b). Both are upregulated by Neurog (*GAD* LogFC = 2.7, *Slc18a3/VAChT* LogFC = 3) and downregulated by Neurog:WRPW (*GAD* LogFC = −1.4, *Slc18a3/VAChT* LogFC = −1.1), suggesting that *Neurog* might regulate both targets but in separate aBTN/pBTN contexts.

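*GAD* (KH.S761.6), which encodes the enzyme that makes GABA, was at 61.7 ± 43.3 CPM (SD, n = 2) in lacZ, 406 ± 390.3 CPM in Neurog and 23.8 ± 13.7 CPM in Neurog:WRPW. It rose with Neurog by a LogFC of 2.72 (standard error 0.92, adjusted p = 0.629 by edgeR's quasi-likelihood test), past the thresholds of Figure 5c except without lacZ replicate 2 or Neurog replicate 1, and was at -1.37 (standard error 0.89, adjusted p = 1.00) in Neurog:WRPW, over an unadjusted p of 0.05. With the replicate block its rise had an adjusted p of 0.0184 and its fall, -1.31, passed the thresholds. *Slc18a3/VAChT* (KH.C1.498), the vesicular acetylcholine transporter gene, was at 30.0 and 5.93 CPM in lacZ, 140.6 ± 37.4 CPM (SD, n = 2) in Neurog and 16.3 and 0 CPM in Neurog:WRPW. Its LogFCs were 2.97 (standard error 1.53, adjusted p = 0.872) in Neurog and -1.09 (standard error 1.46, adjusted p = 1.00) in Neurog:WRPW, both over an unadjusted p of 0.05. Its rise passed the thresholds of Figure 5c with the replicate block, at 3.58 (standard error 0.95), with only the 2 groups compared and without either Neurog:WRPW library. Its fall passed only without Neurog:WRPW replicate 1, where the lone Neurog:WRPW library is at 0 CPM, and without lacZ replicate 1 its LogFC in Neurog:WRPW was 0.51.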

We also found that many genes were expressed in other CNS neurons where *Neurog* is known to be expressed, in addition to BTNs. Such genes are potentially downstream of Neurog in these other CNS neurons, especially in the MG and brain. Thus, Neurog is likely to directly and indirectly regulate overlapping sets of genes that can be broadly neuronal, BTN-specific, or aBTN/pBTN-specific, highlighting the importance of combinatorial regulation with other lineage-specific transcription factors in regulating neuronal subtype-specific fates and gene expression.

### CRISPR/Cas9-Mediated *Neurog* Loss-of-Function Mutations Abolish BTN Effector Gene Expression

Although Neurog:WRPW was used for our RNAseq profiling due to its robust ability to completely abolish all BTNs in *Ciona*, true *Neurog* loss-of-function in the BTN lineage has not yet been shown. We thus used *Fog* > *Cas9* to target *Neurog* for CRISPR/Cas9-medated mutagenesis specifically in the a/b-lines. We co-electroporated this with a previously published and validated sgRNA targeting *Neurog* (*Neurog.1)*, and two additional validated sgRNAs targeting the proximal promoter of *Neurog* (*Neurog.p1* and *Neurog.p2)*, after attempts to validate other coding sequence-targeting sgRNAs failed. The combined activity of all three sgRNA expression vectors is predicted to frequently result in a large deletion spanning most of the gene, as previously demonstrated in *Ciona* (Gandhi et al., 2017).

Indeed, targeting *Neurog* in this way resulted in dramatic loss of *Asic* > *Unc-76:GFP* reporter expression in F0 embryos, compared to embryos electroporated with the control sgRNA (Figures 7a,b). We observed a similar loss of *GAD* > *Unc-76:GFP* expression upon targeting *Neurog* (Figures 7c,d), suggesting that *Neurog* is necessary for both pan-BTN and aBTN-specific gene expression. It was not clear if *Neurog* CRISPR completely abolished BTN fate or if it only affected BTN reporter expression. However, these data further support the conclusion that Neurog is required for BTN specification and effector gene expression during neurogenesis.

**FIGURE 7:**
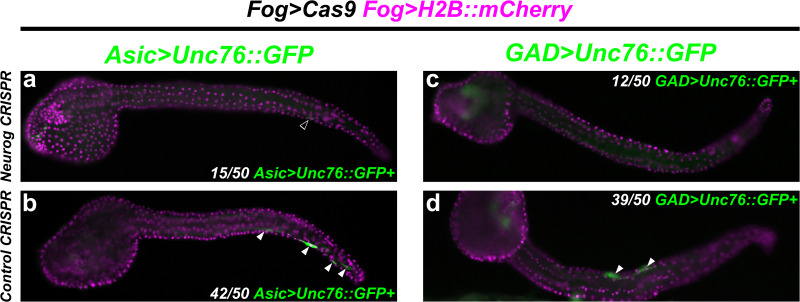
CRISPR/Cas9-mediated knockout of *Neurog.* **(a)** Tissue-specific (using *Fog* > *Cas9)* CRISPR/Cas9-mediated knockout of *Neurog*, using *Asic* > *Unc-76:GFP* as a reporter. Only 15/50 of *Fog* > *H2B:mCherry* + embryos also showed *Asic* > *Unc-76:GFP-*expressing BTNs. Open arrowhead indicates BTN with very faint reporter expression. **(b)** Control CRISPR embryo, showing *Asic* > *Unc-76:GFP-*expressing BTNs (white arrowheads). 42/50 of *Fog* > *H2B:mCherry* + control embryos had *Asic* > *Unc-76:GFP-*expressing BTNs. **(c)** Same conditions as in **(a)** but using *GAD* > *Unc-76:GFP* as an aBTN marker. Only 12/50 *Fog* > *H2B:mCherry* + embryos also showed *GAD* > *Unc-76:GFP-*expressing aBTNs. **(d)** Control CRISPR embryo, showing *GAD* > *Unc-76:GFP-*expressing aBTNs (white arrowheads). 39/50 of *Fog* > *H2B:mCherry* + control embryos had *GAD* > *Unc-76:GFP-*expressing aBTNs.

### Discussion of Predicted BTN Effector Gene Functions

Several genes upregulated by Neurog overexpression in the BTNs appear to be involved in neuronal function, especially neurotransmission, suggesting relatively early transcription of such genes relative to larval hatching. These include *GABA receptor (Gabrd)*, *Anoctamin 7 (Ano7), Neuronal calcium sensor (Ncs*), *Adrenergic receptor alpha 2 (Adra2*), *Synaptotagmin 7-related (Syt7-rel*), the neuropeptide-encoding *Ci-LF precursor (LF*; Kawada et al., 2011), and others. 

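*Ncs* (KH.C1.1067), *Adra2* (KH.C7.131), *Syt7-rel* (KH.C4.304), *LF* (KH.C10.27) and *Ano7* (KH.C8.585) all rose with Neurog and fell with Neurog:WRPW at the thresholds of Figure 5c. *Adra2* was at 7.93 ± 3.95 CPM (SD, n = 2) in lacZ, 93.6 ± 22.1 CPM in Neurog and 1.08 ± 1.38 CPM in Neurog:WRPW, with LogFCs of 3.56 (standard error 0.81) and -2.68 (standard error 0.85). *Syt7-rel* had LogFCs of 2.28 (standard error 0.40) and -1.22 (standard error 0.40), and *LF* of 1.60 (standard error 0.35) and -1.47 (standard error 0.36). *Ncs* was at 3.08 and -2.63, and *Ano7* at 2.16 and -2.62. By edgeR's quasi-likelihood test with the replicate block, the rises had an adjusted p of 0.0122 (*Ncs*), 0.0229 (*Adra2*), 0.0313 (*Syt7-rel*), 0.0437 (*LF*) and 0.0131 (*Ano7*). No fall of these genes had one under 0.05. Of the 5 falls only that of *LF* passed without lacZ replicate 1. Those of *Adra2* and *Syt7-rel* were lost also with only the 2 groups compared, that of *Syt7-rel* without Neurog:WRPW replicate 1 and that of *Ano7* without Neurog:WRPW replicate 2, and the rise of *Ano7* was lost without lacZ replicate 2 and without Neurog replicate 1. *Gabrd* (KH.C1.1254) rose by 2.80 (standard error 0.65) and was at -1.313 (standard error 0.63) in Neurog:WRPW, over an unadjusted p of 0.05, or at -1.21 and past the thresholds with the replicate block, and past them also with DESeq2, the exact and likelihood ratio tests and without lacZ replicate 2.

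Of 35 ion channel genes, 21 rose with Neurog and 4 fell with Neurog:WRPW, and of 22 genes of vesicle release and neuropeptide processing, 16 rose and 1 fell. *Cplx2* (KH.C8.717), a complexin gene that clamps synaptic vesicle fusion, rose by 2.758 (standard error 0.58), and *VAMP1/2/3* (KH.C1.165), a vesicle SNARE gene, by 1.308 (standard error 0.24), while they were at -0.78 (standard error 0.56) and -0.14 (standard error 0.23) in Neurog:WRPW, *Cplx2* being at 0.202 without lacZ replicate 1. The cyclic nucleotide-gated channel gene *CNGA1/2/3/5* (KH.C2.249) rose by 2.13 (standard error 0.36, adjusted p = 0.271 by edgeR's quasi-likelihood test, and 0.0413 with the replicate block). Of 38 G protein-coupled receptor genes, 18 rose and 5 fell, among them *Gpr22* (KH.L139.24), with LogFCs of 2.36 (standard error 0.35) and -1.16 (standard error 0.35), the fall being lost with only the 2 groups compared and without lacZ replicate 1 or Neurog:WRPW replicate 1. Adjusted over the list alone by edgeR's quasi-likelihood test, 14 ion channel, 9 vesicle and 1 receptor genes rose and none fell, and over all genes none passed. With the replicate block, 12 ion channel, 5 vesicle and 9 receptor genes fell with Neurog:WRPW at the thresholds, 26, 19 and 17 rose and 5, 3 and 3 fell when adjusted over the list alone, and 10, 10 and 5 rose when adjusted over all genes. The lists were drawn by human matches from the rows of Table S1 with the highest Neurog LogFC, so their rise is not independent evidence.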

Even the canonical muscle myosin heavy chain gene *Myh-tun3* (previously known as *Ci-MHC3)*, a marker of adult body wall muscles in *Ciona* (Ogasawara et al., 2002), was unexpectedly found by *in situ* hybridization to be expressed in BTNs and other neural tissues. 

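*Myh-tun3* (KH.C3.774) was at 10.9 ± 4.28 CPM (SD, n = 2) in lacZ, 70.9 ± 1.97 CPM in Neurog and 2.39 ± 2.75 CPM in Neurog:WRPW. It rose with Neurog by a LogFC of 2.70 (standard error 0.78, adjusted p = 0.542) and fell with Neurog:WRPW to -2.09 (standard error 0.79, adjusted p = 1.00) by edgeR's quasi-likelihood test, past the thresholds of Figure 5c in both directions. The rise did not pass without lacZ replicate 2, nor the fall with only the 2 groups compared, without lacZ replicate 1 or without either Neurog library. Myosin heavy chain genes form a family, and reads shared with other members could be divided or left out by the counting.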

A neuron-specific function for the muscle myosin heavy chain gene *MyH7B* (which closely resembles *Ciona Myh-tun3* by sequence similarity) was identified in rats (Rubio et al., 2011), suggesting that perhaps a role for “muscle”-type myosins in neurons might predate the vertebrate-tunicate split. Due to our interest in understanding the delamination, migration, and dynamically polarized axon outgrowth of the BTNs, we focused our analysis on those genes hypothesized to be more directly involved in such cell behaviors, based on what we know about the functions of orthologs in other animals.

#### Cdk5 Regulatory Subunit (Cdk5r) and Doublecortin (Dcx)

Microtubule stabilization has been shown to be essential for neuronal migration and axon specification (Witte et al., 2008), though the mechanisms underlying its local control remain largely unknown (Kapitein and Hoogenraad, 2015). In vertebrates, Neurog1 and Neurog2 control neuronal migration in part through upregulation of *Cdk5r1* and *Doublecortin (Dcx)* effectors (Ge et al., 2006). Both *Ciona* orthologs of *Cdk5r1* and *Dcx* are upregulated in BTNs by Neurog, suggesting a conserved regulatory network for neuronal migration that is shared between *Ciona* and vertebrates. 

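*Cdk5r* (KH.C4.760) was at 79.5 ± 27.5 CPM (SD, n = 2) in lacZ, 394 ± 109 CPM in Neurog and 32.7 ± 11.7 CPM in Neurog:WRPW. It rose with Neurog by a LogFC of 2.310 (standard error 0.41, adjusted p = 0.302 by edgeR's quasi-likelihood test, and 0.0122 with the replicate block) and fell with Neurog:WRPW to -1.28 (standard error 0.40, adjusted p = 1.00). *Dcx* (KH.C9.150) rose from 48.8 ± 27.4 CPM (SD, n = 2) to 233 ± 85.2 CPM, a LogFC of 2.255 (standard error 0.56, adjusted p = 0.475 by edgeR's quasi-likelihood test, and 0.0122 with the replicate block). With Neurog:WRPW it fell to 17.8 ± 9.04 CPM, a LogFC of -1.44 (standard error 0.55). Both falls passed the thresholds of Figure 5c, but not without lacZ replicate 1 or Neurog:WRPW replicate 2. Of 23 genes of microtubules, actin and guidance, drawn from the rows of Table S1 with the highest Neurog LogFC, 18 rose with Neurog and 11 fell with Neurog:WRPW at the thresholds of Figure 5c, and all 11 had also risen. The microtubule gene *Dpysl* rose with Neurog and did not pass in Neurog:WRPW. Adjusted over the list alone, 15 rose and 1 fell, and over all genes none passed by that test. With the replicate block, 15 fell when adjusted over the list alone and 11 rose when adjusted over all genes. That draw fixes the direction in Neurog, so the rise of the list is not independent evidence. The Neurog:WRPW libraries played no part in the draw, but the lacZ libraries did. Shared controls move both LogFCs the same way, so the draw would push the list's LogFCs in Neurog:WRPW up rather than down.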

Cdk5r1 (also known as p35) is an activator of Cdk5, and the Cdk5/Cdk5r1 is required for microtubule stability in neuronal migration and axon outgrowth in several examples (Nikolic et al., 1996; Chae et al., 1997; Lambert de Rouvroit and Goffinet, 2001; Smith et al., 2001). Human DCX and the closely related Doublecortin-like kinases (DCLK1/2) are represented by a single ortholog in *Ciona, Dcx/Dclk* (referred from here on as simply *Dcx*). In mammals, Dcx has been proposed to be essential for neuronal migration and differentiation by nucleating, binding, and/or stabilizing microtubules (Corbo et al., 2002; Moores et al., 2004; Ettinger et al., 2016). The closely related vertebrate Doublecortin-like kinases are also associated with microtubules (Lin et al., 2000). While Dclk1 mutant mice show few neuronal migration defects, Dclk1/Dcx double mutants show extensive cortical layering and axonal defects, suggesting some overlapping roles for these paralogs (Deuel et al., 2006). Dcx/Dclk proteins contain two DCX protein domains, as does *Ciona* Dcx. As a proxy for the subcellular localization of this protein, we constructed a DcxΔC:GFP fusion comprised of the two DCX domains fused to GFP. When driven by the *Ebf* neuronal promoter (-2.6 kb upstream; Stolfi and Levine, 2011) in differentiating neurons, we observed DcxΔC:GFP enrichment in microtubule bundles extending into the leading edge of migrating BTNs at 10 h 20°C (Figure 8a). At 12 h 20°C, DcxΔC:GFP can be seen labeling a microtubule bundle spanning both proximal and distal processes (Figure 8b). This microtubule bundle localization suggests a conserved role for Dcx in *Ciona.*

**FIGURE 8:**
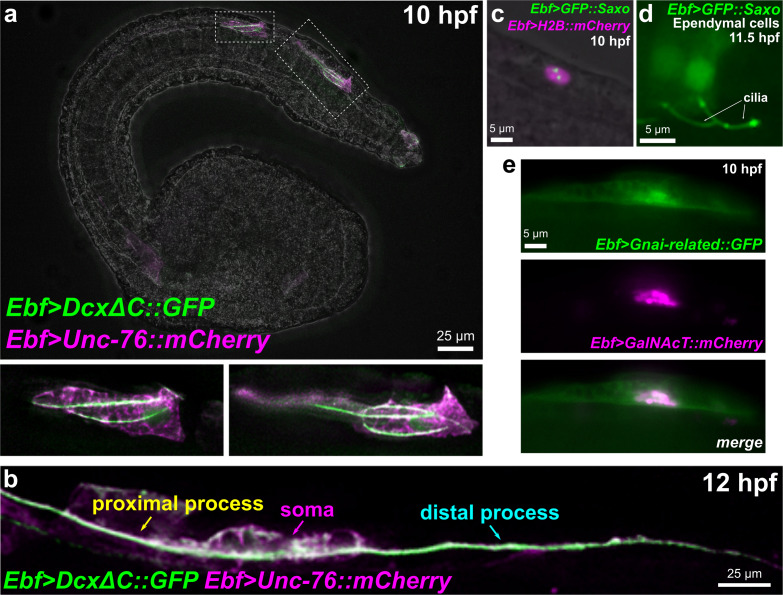
Subcellular localization of candidate effectors of BTN cell behaviors. **(a)** Embryo electroporated with *Ebf* > *Dcx*Δ*C:GFP* and *Ebf* > *Unc-76:mCherry* plasmids, showing GFP labeling of multiple microtubule bundles in the leading edge (the presumptive proximal process) of migrating BTNs. Insets magnified in bottom subpanels. **(b)** Embryo electroporated as in **(a)** but imaged at a later time point (12 hpf), showing a GFP-labeled microtubule bundle extending through proximal and distal processes (anterior is to the left). **(c)** GFP:Saxo (green) labeling putative centrioles/centrosome in a BTN cell. Nucleus labeled by H2B:mCherry (magenta). **(d)** GFP:Saxo is also seen in the cilia of ependymal cells of the neural tube/nerve cord. **(e)** Gαi-related:GFP (green) is enriched at the plasma membrane and around the Golgi apparatus, which is co-labeled with GalNAcT:mCherry (magenta).

#### Saxo: Stabilizer of Axonemal Microtubules

Positioning of the centrosome and associated Golgi apparatus has been shown to be an essential intrinsic cue for neuronal polarization (de Anda et al., 2010; Andersen and Halloran, 2012). However, this appears to be highly context-dependent and difficult to study *in vivo* due to the transient nature of centrosome position, tissue complexity in the developing CNS, and species- and cell-type-specific differences (Basto et al., 2006). Microtubule stabilization has been shown to be essential for axon specification (Witte et al., 2008), though the mechanisms underlying its local control remain largely unknown (Kapitein and Hoogenraad, 2015). Because centrosome repositioning is also driven by microtubule stabilization (Burute et al., 2017; Pitaval et al., 2017), this suggests that such centrosome-associated microtubule stabilizers might function as key effectors linking centrosome position and axon outgrowth. In the BTNs, initial axon outgrowth is concurrent with migration: the leading edge of the BTNs extends and becomes the proximal (anterior) process of the axon. Thus, polarization, migration, and axon outgrowth might be tightly coupled in the BTNs.

Previous MG neuron transcriptome profiling and a follow up ISH revealed that *Saxo (Stabilizer of axonemal microtubules)* was expressed in the BTNs, in addition to the ddNs (Gibboney et al., 2020). *Saxo* is the *Ciona* ortholog of human *SAXO1/SAXO2*, formerly *FAM154A/FAM154B.* These genes encode a highly conserved subfamily of STOP/MAP6-related proteins that stabilize microtubules (Dacheux et al., 2015). In human cell culture, SAXO1 localizes to centrioles and cilia and mediates stabilization of cold-resistant microtubules. They do so through 7 microtubule-binding/stabilizing “Mn” domains (Dacheux et al., 2015), which are conserved in *Ciona Saxo*. SAXO1/2 have not been implicated in neurodevelopment or cell polarity *in vivo*, but depletion of related MAP6 proteins in mice results in synaptic defects and schizophrenia-like symptoms (Volle et al., 2012).

A GFP:Saxo fusion when expressed in *Ciona* was found to localize to centrosomes in BTN precursors (Figure 8c), and to cilia of ependymal cells (Figure 8d), also consistent with a potentially conserved role in microtubule stabilization. Given its expression in both BTNs and ddNs, and given the dynamic repositioning of the Golgi apparatus observed in both these neurons types immediately predicting direction of axon outgrowth (Stolfi et al., 2015; Gibboney et al., 2020), Saxo is one of the more intriguing candidate effectors of neuronal polarization that remain to be functionally characterized.

How might extracellular cues impinge on centrosome position *in vivo?* One pathway that has been implicated in this process during neuronal migration is the Semaphorin/Plexin pathway (Renaud et al., 2008). We found that *Semaphorin 6 (Sema6)*, a class 6 Semaphorin orthologous to human SEMA6A/SEMA6B/SEMA6C (Yazdani and Terman, 2006) is expressed in migrating BTNs and broadly in other CNS neurons including those in the brain and MG. In mice, *Sema6a* and its receptor *Plexin A2* control migration in granule cells of the cerebellum, through regulating centrosome position and nucleokinesis (Renaud et al., 2008). In mammals, Sema6a can inhibit Plexin in *cis* as a mechanism to reduce sensitivity to Sema6a in *trans* (Haklai-Topper et al., 2010). Perhaps its expression in developing *Ciona* larval neurons reflects such a mechanism.

#### Gαi-Related

We identified a gene encoding a homolog of the small Gαi/o protein subunit family that by *in situ* hybridization was observed to be upregulated in migrating BTNs and notochord cells (Reeves et al., 2017). This rather divergent *G*α*i* gene (*KH.C2.872*, referred to simply as *Gnai-related*), is one of three *G*α*i/o* paralogs that seem to be *Ciona-* (or tunicate-) specific duplications: *KH.C1.612*, *KH.C2.872*, and *KH.L96.27.* Of these, *KH.C1.612* seems to be the original “founding” paralog, as it still retains exons/introns, while *KH.C2.872*, and *KH.L96.27* are both encoded by a single exon, suggesting possible duplication by retrotransposition, followed by subfunctionalization (Ohno, 2013).

In mammalian cells, upregulation of Gαi can act as a molecular “switch” to inhibit RhoA by competing with Gα12/13 proteins for interactions with the same G-protein coupled receptor (GPCR), resulting in the activation of Rac1 activation and increased cell motility (Sugimoto et al., 2003). This antagonism between Rho/Rac is also seen in delaminating neural crest cells, in which Rho inhibits Rac activity to keep cells in an epithelial state (Shoval and Kalcheim, 2012). In radial neuron migration, Gα12/13 proteins *terminate* migration (Moers et al., 2008), and have been shown to do so through RhoA in cultured neurospheres (Iguchi et al., 2008). Thus, transcriptional control over the relative expression levels of Gαi and Gα12/13 might be a common mechanism for regulation of neuronal migration, shifting between activation of Rac1 (promoting migration) or of RhoA (inhibiting migration).

Interestingly, we found that a Gαi-related:GFP fusion was enriched in or around the Golgi apparatus, in addition to the plasma membrane (Figure 8e). The localization of Gαi to the Golgi has been shown to be important for vesicle trafficking and the structural organization of the Golgi stacks (Lo et al., 2015). Furthermore, Golgi-resident Gαo regulates protrusive membrane activity (Solis et al., 2017). Given the dramatic reorientation of the Golgi apparatus during BTN migration and its relation to BTN neurite extension (Figures 1e,f), it will be interesting to further investigate the potential roles of *Gnai-related* in these processes.

## Conclusion

Here, we have used the BTNs of *Ciona* as a model in which to study the regulation of neurogenesis, both upstream and downstream of neuronal fate specification by the conserved proneural factor Neurogenin. More specifically, we have elucidated in more detail the mechanism by which FGF/MEK/ERK regulates BTN neurogenesis in *Ciona*, suggesting that a posteriorly localized source of Fgf8/17/18 spatially restricts sustained *Neurog* expression and subsequent specification of the aBTNs, but possibly not that of the pBTNs. This reveals close parallels with FGF-dependent regulation of neurogenesis in vertebrate spinal cord and neural crest, but also suggests a potential difference between very similar neuron subtypes originating from related but distinct cell lineages. It will be an interesting topic of future investigation to understand how the regulation of pBTN neurogenesis differs from both aBTNs and related neuron types in other chordates. Finally, we revealed the transcriptional dynamics of effector genes downstream of Neurog in the BTNs, identifying and validating several conserved genes that might be key for BTN delamination, migration, or polarization. Future studies will focus on the functions of these identified candidate effectors and the mechanisms by which they potentially regulate the dynamic yet invariant cell behaviors of the BTN precursors.

## Materials and Methods

### Embryo Handling and CRISPR/Cas9-Mediated Mutagenesis

Adult *Ciona robusta* (*intestinalis* Type A) were collected from San Diego, CA (M-REP). Dechorionated embryos were obtained and electroporated as previously established (Christiaen et al., 2009a, b). Constructs were made using previously published *Neurog −3010/−773* + *−600 [Neurog(BTN)]* driver to express *dnFGFR* (Davidson et al., 2006) and *CA-Mras* (Razy-Krajka et al., 2018), with an artificially inserted stop codon in front of the 3’ *Not*I restriction enzyme cloning site for some constructs where we wished to avoid fusion of N-terminal Neurog sequences with the transgene (e.g., dnFGFR). Cas9 and sgRNA expression vectors were constructed or used as previously described (Stolfi et al., 2014; Gandhi et al., 2017). Non-specific “Control” sgRNA sequence (target: CTTTGCTACGATCTACATT) used as previously published (Stolfi et al., 2014). *Fgf8/17/18* sgRNAs were validated as previously described, using loss of *Fgf8/17/18* > *Fgf8/17/18:GFP-*derived fluorescence as a non-quantitative screen for functional sgRNAs (Supplemental Figure 2). *Neurog* proximal promoter-targeting sgRNAs were validated by PCR amplification of the targeted region and Sanger sequencing as previously described (Supplemental Figure 3; Gandhi et al., 2018). Electroporations were performed as single biological replicates. Images were captured using Leica DMI8 or DMIL LED inverted epifluorescence compound microscopes. Plasmid and primer sequences not previously published and electroporation mix recipes can be found in the Supplemental Sequences File.

### FACS and RNAseq

Embryos were electroporated with the following combinations of plasmids: *70 μg Neurog −3010/−773 + −600 > tagRFP/tagBFP + 50 μg Neurog −3010/−773 + −600stop > Neurog (Neurog > Neurog condition). 70 μg Neurog −3010/−773 + −600 > tagRFP/tagBFP + 50 μg Neurog −3010/−773 + −600stop > Neurog:WRPW (Neurog > Neurog:WRPW condition), 70 μg Neurog −3010/−773 + −600 > tagRFP/tagBFP + 50 μg Neurog −3010/−773 + −600 > lacZ (Neurog > lacZ* “control” condition). Embryos were dissociated and FACS-isolated using a BD FACS Aria cell sorter into lysis buffer from the RNAqueous-Micro RNA extraction kit (ThermoFisher, Waltham, MA, United States) as previously established (Wang et al., 2018a, b). BFP + or RFP + cells were isolated with no counterselection. Cell numbers obtained were: Neurog > lacZ(control) replicate 1: 975 cells; Neurog > lacZ(control) replicate 2: 200 cells; Neurog > Neurog replicate 1: 284 cells; Neurog > Neurog replicate 2: 800 cells; Neurog > Neurog:WRPW replicate 1: 2418 cells; Neurog > Neurog:WRPW replicate 2: 114 cells. RNA was extracted from each sample according to the RNAqueous-Micro kit instructions. cDNA synthesis was performed as described (Wang et al., 2017), with SMART-Seq v4 Ultra Low Input RNA kit (Takara). Sequencing libraries were prepared as described (Wang et al., 2017), with Ovation Ultralow System V2 (NuGen). Libraries were pooled and sequenced by Illumina NextSeq 500 Mid output 150 Cycle v2, to generate 75 bp paired-end reads, resulting in 192,396,840 single-end reads for the 6 samples. Resulting FASTQ files were processed by STAR 2.5.2b and mapped to the *C. robusta* genome (Dehal et al., 2002; Satou et al., 2008). Output bam files were processed using Rsubread/featureCounts (Liao et al., 2013), with the parameter “ignoreDup = TRUE” to remove the read duplications resulting from library amplification. All reads after duplication removal that mapped to the exons of KyotoHoya (KH) gene models (Satou et al., 2008) were counted for differential expression analysis. Differential expression beween Neurog > Neurog and Neurog > lacZ, and between Neurog > Neurog:WRPW and Neurog > lacZ was measured by EdgeR (Robinson et al., 2010; Supplemental Table 1). Raw and processed sequencing data are archived at NCBI Gene Expression Omnibus (GEO) under accession ID GSE150913. All other processed data, scripts, and Supplementary Images can also be found at OSF at the project-specific link https://osf.io/uqfn2/.

### Embryo *in situ* Hybridizations and dpERK Immunohistochemistry

Adult *Ciona robusta* (*intestinalis* Type A) were collected from San Diego, CA (M-REP). Dechorionated embryos were obtained and electroporated as previously established (Christiaen et al., 2009a, b). Sequences of *in situ* hybridization probe templates can be found in Supplemental Table 3. *Neurog* perturbation and control plasmids were previously published (Stolfi et al., 2015). Probes were prepared either from published clones, synthetic DNA fragments (Twist Bioscience, San Francisco, CA, United States), or directly from RT-PCR amplicons (see Supplemental Table 3 for details). Probe synthesis and fluorescent, whole-mount *in situ* hybridization were carried out as previously described (Beh et al., 2007; Ikuta and Saiga, 2007). dpERK staining was carried out as previously described (Stolfi et al., 2011), using 1:500 mouse monoclonal anti-dpERK antibody (Sigma #M9692), and tyramide signal amplification.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/ Supplementary Material.

## Author Contributions

KK, SG, WW, and AS designed the study and experiments. KK, SG, FR-K, and AS performed the experiments and collected and analyzed the data. EL and WW performed bioinformatic data analysis. AS supervised the study and secured funding. KK, SG, WW, and AS wrote and edited the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Regulation of Neurogenesis by FGF Signaling and Neurogenin in the Invertebrate Chordate Ciona
**Source:** Front Cell Dev Biol. 2020 Jun 23;8:477. doi: 10.3389/fcell.2020.00477
**Supplement:** Supplementary file 4

**Supplemental Sequences**

**Kim, Gibboney, et al.**

All driver>transgene combinations contained in the pCESAx plasmid (see below)

>Fgf8/17/18-2.1ksec_Fgf8/17/18::GFP

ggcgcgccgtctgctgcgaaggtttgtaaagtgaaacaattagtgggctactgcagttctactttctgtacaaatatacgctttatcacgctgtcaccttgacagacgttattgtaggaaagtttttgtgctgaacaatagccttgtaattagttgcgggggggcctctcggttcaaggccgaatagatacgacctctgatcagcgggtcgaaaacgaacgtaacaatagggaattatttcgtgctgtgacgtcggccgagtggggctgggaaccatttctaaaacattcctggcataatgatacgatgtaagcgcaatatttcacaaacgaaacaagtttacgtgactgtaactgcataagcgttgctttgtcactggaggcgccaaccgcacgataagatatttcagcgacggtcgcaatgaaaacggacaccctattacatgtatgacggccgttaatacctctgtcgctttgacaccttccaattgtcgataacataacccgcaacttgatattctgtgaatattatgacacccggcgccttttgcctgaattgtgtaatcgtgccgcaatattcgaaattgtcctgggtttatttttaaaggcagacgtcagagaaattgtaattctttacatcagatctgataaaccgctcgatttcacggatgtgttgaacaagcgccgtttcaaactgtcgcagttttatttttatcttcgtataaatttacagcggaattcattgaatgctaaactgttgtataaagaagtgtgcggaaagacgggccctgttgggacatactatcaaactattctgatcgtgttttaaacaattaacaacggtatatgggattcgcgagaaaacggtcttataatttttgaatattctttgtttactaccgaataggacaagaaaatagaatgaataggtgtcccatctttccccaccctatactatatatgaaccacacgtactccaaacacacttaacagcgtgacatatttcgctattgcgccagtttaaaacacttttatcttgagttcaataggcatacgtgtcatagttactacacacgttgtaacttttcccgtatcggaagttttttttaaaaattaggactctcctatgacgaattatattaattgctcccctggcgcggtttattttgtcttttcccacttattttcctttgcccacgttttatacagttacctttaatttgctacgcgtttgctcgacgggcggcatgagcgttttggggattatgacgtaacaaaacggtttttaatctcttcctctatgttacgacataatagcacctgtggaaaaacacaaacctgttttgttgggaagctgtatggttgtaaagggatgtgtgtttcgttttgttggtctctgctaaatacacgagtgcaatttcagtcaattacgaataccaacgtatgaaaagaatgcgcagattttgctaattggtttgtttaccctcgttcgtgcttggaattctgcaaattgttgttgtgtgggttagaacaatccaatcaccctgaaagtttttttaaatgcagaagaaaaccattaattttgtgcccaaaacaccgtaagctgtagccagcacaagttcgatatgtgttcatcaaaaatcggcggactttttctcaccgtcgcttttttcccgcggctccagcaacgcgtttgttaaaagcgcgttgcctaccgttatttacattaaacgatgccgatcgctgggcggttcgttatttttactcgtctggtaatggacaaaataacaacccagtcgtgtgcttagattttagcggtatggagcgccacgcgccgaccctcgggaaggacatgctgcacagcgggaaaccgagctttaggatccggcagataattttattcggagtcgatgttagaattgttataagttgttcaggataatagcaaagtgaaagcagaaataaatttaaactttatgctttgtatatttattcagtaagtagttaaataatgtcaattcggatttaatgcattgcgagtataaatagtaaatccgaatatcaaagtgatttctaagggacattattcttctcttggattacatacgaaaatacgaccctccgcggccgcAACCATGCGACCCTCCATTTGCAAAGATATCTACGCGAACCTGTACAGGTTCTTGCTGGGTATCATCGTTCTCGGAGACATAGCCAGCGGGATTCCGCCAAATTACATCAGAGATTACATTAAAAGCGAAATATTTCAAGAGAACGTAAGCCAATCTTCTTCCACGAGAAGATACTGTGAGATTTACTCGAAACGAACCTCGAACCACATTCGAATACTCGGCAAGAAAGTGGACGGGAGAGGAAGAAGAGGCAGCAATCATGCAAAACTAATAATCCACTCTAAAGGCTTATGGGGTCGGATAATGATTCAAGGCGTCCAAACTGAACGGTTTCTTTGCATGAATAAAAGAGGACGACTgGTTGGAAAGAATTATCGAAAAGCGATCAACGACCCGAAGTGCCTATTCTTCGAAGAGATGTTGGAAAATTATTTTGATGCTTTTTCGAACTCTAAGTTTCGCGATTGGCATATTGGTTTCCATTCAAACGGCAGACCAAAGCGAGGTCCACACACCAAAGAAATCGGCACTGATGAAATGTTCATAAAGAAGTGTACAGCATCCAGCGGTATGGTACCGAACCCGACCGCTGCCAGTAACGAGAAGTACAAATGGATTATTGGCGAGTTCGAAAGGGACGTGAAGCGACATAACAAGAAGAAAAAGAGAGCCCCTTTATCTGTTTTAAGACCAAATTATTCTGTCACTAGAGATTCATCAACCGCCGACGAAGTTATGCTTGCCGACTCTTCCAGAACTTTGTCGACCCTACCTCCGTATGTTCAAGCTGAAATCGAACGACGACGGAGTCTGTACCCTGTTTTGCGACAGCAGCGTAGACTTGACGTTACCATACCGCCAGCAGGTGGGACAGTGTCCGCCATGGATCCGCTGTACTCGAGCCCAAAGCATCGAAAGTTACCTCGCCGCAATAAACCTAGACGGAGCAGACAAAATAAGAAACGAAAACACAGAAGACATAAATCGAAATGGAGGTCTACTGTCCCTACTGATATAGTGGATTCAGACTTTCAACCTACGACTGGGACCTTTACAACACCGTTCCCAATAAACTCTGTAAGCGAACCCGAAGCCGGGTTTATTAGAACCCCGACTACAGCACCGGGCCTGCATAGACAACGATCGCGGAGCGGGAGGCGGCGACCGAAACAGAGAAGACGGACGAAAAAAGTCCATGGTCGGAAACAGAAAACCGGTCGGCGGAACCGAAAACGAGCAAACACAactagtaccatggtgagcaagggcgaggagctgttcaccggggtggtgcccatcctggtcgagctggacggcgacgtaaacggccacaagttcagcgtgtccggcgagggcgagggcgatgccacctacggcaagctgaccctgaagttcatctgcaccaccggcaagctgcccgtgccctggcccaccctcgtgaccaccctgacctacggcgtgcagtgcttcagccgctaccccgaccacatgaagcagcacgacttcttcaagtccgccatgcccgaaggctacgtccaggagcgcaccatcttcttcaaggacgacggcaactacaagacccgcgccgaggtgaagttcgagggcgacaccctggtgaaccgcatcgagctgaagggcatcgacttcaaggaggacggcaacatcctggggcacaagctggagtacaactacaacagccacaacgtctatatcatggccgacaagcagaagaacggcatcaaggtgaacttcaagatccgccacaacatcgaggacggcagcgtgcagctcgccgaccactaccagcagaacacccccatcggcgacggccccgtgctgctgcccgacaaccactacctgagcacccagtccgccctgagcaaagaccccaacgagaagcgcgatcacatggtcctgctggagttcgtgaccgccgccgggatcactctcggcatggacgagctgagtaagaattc

Fgf8/17/18-2.1ksec driver Fgf8/17/18 coding sequence GFP

>Ebf-2.6kSTOP>DcxDeltaC::GFP

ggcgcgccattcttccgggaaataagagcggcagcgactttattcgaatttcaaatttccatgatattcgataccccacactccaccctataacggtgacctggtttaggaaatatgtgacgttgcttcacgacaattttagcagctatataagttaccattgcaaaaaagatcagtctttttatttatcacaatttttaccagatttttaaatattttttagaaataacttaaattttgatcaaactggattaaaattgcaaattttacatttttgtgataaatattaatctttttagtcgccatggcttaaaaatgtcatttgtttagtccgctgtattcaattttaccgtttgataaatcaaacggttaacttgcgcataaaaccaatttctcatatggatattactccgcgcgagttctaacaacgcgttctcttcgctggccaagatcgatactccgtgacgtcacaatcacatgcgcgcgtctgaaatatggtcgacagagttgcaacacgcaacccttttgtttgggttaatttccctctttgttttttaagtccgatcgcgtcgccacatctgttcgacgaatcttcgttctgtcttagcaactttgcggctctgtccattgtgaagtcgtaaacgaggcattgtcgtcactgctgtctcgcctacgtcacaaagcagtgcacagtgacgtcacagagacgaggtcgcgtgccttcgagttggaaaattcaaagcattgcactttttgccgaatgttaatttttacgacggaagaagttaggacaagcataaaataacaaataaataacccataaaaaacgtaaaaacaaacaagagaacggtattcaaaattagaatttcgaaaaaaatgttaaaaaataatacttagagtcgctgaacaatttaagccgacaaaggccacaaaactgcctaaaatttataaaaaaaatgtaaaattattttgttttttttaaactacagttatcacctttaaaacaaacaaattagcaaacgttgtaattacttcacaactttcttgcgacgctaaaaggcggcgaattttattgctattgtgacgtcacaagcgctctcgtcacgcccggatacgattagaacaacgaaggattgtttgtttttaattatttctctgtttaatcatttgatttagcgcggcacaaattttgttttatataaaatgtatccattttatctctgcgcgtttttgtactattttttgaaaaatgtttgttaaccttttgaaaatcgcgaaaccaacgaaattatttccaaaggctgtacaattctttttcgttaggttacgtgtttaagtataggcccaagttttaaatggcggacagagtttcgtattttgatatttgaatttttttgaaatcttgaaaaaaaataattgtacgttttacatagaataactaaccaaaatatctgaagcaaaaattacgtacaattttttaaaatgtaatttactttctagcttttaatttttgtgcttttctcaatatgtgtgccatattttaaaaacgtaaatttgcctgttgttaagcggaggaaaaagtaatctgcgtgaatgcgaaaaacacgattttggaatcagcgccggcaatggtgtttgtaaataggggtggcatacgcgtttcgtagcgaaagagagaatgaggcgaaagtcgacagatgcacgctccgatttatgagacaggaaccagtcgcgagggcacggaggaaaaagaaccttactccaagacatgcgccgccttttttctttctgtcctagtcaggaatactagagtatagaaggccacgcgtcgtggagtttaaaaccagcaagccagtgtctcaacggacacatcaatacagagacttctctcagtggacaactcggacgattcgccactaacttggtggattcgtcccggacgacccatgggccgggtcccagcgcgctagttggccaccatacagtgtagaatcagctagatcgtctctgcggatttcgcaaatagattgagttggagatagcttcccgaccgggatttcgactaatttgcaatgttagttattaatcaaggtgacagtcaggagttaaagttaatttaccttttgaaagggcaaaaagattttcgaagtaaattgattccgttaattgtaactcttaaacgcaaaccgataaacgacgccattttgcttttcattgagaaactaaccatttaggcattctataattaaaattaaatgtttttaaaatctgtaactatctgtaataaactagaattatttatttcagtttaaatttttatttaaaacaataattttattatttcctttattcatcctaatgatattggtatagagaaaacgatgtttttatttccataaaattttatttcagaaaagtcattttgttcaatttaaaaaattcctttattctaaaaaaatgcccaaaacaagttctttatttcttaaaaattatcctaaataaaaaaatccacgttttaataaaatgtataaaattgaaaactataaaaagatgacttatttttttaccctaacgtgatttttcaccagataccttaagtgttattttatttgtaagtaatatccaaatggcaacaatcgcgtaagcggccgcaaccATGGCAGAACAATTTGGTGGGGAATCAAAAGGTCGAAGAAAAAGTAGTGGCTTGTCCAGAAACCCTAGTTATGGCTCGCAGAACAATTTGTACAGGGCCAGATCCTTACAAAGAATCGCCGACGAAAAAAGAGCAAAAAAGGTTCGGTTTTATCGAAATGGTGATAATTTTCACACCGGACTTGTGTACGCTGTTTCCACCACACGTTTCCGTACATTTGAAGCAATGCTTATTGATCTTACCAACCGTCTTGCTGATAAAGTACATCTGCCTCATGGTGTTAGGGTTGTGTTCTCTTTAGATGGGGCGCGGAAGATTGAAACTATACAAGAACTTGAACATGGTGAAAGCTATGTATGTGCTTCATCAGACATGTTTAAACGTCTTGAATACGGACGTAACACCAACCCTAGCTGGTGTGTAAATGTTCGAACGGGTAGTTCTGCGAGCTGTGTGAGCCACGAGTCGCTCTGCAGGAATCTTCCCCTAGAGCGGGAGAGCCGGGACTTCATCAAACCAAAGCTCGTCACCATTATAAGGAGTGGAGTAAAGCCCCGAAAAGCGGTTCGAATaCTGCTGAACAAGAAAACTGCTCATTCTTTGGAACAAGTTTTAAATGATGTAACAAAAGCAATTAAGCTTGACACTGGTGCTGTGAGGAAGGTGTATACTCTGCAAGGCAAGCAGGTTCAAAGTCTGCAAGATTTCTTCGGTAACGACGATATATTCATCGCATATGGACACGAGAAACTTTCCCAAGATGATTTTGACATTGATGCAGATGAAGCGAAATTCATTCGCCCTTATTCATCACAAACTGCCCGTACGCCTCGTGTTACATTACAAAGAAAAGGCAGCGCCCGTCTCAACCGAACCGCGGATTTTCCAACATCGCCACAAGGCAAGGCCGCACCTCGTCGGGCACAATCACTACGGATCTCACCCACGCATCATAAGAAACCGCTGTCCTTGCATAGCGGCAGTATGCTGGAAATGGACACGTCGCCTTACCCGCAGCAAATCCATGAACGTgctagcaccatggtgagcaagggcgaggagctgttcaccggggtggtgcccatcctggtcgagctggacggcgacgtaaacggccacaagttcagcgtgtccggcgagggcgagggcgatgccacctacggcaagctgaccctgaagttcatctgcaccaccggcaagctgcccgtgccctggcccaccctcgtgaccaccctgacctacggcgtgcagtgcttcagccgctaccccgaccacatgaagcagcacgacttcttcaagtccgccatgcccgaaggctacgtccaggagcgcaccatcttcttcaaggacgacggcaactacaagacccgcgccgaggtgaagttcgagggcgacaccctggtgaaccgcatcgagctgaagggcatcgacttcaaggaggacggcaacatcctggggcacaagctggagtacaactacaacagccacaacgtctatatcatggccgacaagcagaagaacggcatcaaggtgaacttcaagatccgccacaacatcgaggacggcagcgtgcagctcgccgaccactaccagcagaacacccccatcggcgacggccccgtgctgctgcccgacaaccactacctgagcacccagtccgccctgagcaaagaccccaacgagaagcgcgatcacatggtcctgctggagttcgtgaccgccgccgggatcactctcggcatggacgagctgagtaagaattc

Ebf -2.6kb STOP driver Dcx Delta C-terminus GFP

>Ebf-2.6kSTOP>GFP::Saxo

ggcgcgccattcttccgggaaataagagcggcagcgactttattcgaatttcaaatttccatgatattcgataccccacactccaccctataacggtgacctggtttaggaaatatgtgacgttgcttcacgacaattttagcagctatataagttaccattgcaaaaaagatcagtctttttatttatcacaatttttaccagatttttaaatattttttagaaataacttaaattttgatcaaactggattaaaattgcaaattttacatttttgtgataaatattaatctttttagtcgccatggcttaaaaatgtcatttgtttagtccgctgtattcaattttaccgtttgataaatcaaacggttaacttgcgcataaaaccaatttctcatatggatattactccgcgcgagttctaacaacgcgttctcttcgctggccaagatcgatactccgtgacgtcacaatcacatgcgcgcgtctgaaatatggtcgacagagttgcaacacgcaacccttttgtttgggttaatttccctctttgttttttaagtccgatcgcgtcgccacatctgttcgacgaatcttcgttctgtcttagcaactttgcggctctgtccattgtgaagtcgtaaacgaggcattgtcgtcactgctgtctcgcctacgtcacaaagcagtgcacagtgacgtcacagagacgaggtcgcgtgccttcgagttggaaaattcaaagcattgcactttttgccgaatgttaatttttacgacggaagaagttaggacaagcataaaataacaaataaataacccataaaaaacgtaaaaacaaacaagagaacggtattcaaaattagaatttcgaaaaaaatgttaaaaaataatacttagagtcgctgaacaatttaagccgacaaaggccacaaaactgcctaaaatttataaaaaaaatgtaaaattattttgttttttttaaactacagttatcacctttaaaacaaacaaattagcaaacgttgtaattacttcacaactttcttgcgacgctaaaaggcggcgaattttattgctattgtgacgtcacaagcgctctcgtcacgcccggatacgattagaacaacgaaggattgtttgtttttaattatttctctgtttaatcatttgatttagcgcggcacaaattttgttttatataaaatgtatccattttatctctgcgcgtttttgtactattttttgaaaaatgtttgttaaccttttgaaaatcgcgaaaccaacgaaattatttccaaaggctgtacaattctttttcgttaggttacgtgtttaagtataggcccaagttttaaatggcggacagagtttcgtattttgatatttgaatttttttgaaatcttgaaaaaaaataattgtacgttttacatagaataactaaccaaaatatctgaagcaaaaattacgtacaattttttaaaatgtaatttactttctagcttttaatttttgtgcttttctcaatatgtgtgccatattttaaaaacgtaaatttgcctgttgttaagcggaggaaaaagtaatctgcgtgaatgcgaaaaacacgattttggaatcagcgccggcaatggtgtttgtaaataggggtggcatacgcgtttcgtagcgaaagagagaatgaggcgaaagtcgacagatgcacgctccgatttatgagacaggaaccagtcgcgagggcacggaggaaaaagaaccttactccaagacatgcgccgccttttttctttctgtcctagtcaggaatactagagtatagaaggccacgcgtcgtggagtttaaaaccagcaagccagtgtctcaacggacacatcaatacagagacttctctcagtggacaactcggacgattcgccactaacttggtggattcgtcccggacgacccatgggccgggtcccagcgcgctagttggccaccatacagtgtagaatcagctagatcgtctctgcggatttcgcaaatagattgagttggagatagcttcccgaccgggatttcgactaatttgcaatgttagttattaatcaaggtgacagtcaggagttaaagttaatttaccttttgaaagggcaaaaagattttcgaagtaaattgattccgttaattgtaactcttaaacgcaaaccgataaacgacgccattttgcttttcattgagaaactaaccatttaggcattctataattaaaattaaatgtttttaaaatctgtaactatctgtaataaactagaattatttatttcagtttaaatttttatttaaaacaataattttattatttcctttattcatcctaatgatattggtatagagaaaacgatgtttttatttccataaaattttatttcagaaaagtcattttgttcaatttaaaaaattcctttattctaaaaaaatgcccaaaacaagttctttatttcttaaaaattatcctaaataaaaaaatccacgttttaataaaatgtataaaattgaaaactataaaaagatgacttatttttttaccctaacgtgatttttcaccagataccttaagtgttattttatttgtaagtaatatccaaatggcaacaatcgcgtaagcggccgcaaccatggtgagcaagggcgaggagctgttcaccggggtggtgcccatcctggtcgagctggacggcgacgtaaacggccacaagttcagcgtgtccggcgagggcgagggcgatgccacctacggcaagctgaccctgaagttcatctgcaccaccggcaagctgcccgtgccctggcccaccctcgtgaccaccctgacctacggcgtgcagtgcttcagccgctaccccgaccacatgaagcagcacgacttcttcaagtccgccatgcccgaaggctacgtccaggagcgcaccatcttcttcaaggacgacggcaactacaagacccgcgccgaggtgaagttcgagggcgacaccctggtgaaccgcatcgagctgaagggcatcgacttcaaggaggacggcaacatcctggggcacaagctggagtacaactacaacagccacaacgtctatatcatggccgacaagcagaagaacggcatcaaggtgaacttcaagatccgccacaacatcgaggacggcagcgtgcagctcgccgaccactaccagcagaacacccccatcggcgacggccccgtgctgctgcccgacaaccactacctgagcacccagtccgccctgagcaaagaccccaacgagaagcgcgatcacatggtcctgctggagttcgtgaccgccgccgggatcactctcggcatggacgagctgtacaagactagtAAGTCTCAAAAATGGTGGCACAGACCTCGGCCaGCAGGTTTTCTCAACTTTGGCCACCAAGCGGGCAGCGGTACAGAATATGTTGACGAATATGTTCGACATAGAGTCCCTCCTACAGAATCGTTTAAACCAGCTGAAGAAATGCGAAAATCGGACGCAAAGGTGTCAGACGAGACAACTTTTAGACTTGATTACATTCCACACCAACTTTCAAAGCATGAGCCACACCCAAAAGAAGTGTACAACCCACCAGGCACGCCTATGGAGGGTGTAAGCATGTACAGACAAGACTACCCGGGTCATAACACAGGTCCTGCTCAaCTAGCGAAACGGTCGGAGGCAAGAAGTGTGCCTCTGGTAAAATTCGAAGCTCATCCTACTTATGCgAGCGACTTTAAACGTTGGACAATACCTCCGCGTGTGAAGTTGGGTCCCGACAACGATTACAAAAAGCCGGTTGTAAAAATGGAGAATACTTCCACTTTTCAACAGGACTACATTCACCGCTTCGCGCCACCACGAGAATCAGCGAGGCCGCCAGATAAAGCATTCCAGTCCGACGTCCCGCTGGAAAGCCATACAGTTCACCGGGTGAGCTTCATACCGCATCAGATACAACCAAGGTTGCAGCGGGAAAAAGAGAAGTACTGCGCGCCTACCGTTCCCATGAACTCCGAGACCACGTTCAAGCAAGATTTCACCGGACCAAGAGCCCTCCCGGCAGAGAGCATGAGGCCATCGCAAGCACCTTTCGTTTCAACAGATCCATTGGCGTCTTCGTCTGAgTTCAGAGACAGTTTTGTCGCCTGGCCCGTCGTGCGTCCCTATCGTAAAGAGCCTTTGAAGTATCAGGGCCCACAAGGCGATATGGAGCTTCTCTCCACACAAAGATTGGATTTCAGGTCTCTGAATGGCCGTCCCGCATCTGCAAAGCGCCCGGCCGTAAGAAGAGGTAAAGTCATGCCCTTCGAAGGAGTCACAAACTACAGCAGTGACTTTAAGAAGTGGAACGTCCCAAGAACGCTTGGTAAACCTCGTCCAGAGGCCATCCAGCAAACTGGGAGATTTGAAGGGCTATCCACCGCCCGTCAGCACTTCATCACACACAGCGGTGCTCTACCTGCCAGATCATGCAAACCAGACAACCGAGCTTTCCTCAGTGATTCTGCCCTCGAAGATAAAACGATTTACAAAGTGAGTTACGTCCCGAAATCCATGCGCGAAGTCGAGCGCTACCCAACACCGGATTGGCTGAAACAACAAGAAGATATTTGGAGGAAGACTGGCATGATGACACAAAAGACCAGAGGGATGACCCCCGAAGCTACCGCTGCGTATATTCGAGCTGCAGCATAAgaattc

Ebf -2.6kb STOP driver GFP Saxo coding sequence

>Ebf-2.6kSTOP>Gnai-related::GFP

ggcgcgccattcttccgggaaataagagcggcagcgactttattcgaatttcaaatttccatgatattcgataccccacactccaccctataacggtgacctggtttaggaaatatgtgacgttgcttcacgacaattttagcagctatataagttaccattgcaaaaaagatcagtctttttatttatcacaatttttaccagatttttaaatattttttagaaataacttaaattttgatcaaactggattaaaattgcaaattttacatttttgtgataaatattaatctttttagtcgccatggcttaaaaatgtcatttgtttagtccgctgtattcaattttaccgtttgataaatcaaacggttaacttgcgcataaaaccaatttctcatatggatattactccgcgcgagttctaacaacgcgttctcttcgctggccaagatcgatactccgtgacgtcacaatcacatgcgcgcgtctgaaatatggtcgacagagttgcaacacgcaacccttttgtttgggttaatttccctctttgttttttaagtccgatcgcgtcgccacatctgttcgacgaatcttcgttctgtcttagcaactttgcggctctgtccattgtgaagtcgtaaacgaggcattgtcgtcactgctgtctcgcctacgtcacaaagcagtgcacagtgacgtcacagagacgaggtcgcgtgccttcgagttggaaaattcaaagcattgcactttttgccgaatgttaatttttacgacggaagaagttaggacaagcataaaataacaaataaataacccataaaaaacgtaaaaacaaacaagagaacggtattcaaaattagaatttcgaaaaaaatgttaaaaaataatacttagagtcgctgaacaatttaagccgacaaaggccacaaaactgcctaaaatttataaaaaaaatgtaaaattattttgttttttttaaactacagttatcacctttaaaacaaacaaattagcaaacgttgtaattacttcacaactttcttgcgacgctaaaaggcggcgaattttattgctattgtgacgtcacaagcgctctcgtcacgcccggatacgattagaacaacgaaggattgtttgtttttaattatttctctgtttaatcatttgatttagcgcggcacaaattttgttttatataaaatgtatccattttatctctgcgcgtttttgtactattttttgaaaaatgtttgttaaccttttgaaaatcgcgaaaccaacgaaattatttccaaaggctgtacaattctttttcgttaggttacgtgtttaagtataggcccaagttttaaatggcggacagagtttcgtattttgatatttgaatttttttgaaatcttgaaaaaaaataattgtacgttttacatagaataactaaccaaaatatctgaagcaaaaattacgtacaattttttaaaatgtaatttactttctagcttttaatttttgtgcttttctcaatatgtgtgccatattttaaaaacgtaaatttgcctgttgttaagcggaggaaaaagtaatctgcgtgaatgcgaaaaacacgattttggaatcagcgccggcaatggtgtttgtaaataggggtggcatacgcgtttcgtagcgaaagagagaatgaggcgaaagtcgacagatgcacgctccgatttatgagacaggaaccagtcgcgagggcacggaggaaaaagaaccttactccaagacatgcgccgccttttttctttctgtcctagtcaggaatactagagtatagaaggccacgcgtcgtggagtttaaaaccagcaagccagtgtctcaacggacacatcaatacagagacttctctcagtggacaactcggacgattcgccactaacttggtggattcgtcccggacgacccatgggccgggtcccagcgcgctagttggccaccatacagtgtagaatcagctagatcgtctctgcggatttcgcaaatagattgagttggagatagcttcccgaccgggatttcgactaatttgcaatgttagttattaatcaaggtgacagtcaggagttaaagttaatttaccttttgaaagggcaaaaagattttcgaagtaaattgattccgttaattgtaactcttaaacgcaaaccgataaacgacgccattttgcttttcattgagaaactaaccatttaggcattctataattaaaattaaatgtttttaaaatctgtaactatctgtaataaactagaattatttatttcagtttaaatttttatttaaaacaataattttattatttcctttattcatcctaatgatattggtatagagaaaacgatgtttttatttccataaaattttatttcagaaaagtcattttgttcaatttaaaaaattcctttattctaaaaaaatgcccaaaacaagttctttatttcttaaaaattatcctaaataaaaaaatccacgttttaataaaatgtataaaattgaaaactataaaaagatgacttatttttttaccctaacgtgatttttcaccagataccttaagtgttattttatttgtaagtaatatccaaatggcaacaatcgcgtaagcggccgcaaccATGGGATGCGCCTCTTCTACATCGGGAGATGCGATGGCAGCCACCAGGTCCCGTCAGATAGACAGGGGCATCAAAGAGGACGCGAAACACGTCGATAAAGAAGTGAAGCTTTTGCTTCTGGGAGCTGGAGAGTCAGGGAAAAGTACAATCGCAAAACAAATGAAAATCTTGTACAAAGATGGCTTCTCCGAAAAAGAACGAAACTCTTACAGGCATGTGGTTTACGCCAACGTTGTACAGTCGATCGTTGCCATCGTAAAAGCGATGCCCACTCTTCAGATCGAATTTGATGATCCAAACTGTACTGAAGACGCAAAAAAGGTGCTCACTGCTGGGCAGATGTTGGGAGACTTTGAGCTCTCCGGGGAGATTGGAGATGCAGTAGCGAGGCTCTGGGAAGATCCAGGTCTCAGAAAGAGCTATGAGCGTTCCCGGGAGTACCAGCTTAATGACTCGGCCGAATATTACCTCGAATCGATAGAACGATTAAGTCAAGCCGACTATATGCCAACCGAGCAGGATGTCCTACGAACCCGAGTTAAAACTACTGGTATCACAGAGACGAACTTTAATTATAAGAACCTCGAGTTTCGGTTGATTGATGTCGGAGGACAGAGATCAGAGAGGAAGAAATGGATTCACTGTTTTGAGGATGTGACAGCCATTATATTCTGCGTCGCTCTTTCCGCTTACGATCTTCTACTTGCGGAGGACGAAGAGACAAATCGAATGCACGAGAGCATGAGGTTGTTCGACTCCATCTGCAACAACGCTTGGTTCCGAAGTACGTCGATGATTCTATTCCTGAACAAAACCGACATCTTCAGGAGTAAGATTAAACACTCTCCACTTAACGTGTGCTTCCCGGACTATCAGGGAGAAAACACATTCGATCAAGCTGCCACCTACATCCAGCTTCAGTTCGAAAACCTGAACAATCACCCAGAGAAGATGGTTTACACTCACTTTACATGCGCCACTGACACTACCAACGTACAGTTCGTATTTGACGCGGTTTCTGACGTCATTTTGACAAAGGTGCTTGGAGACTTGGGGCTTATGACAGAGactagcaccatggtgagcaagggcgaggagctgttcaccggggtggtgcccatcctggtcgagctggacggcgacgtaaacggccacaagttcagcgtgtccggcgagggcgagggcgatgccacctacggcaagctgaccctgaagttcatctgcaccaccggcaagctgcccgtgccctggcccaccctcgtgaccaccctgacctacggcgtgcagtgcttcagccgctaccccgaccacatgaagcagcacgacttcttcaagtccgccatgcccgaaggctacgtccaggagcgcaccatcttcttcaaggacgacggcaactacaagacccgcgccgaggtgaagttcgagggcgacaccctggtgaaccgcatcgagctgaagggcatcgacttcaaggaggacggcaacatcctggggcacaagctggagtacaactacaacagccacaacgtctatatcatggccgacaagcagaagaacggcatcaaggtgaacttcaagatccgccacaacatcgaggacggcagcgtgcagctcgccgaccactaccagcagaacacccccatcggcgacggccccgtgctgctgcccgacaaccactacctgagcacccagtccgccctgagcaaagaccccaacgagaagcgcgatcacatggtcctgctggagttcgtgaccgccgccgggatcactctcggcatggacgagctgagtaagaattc

Ebf -2.6kb STOP driver Gnai-related coding sequence GFP

>Neurog-3010/-773+-600**STOP** driver

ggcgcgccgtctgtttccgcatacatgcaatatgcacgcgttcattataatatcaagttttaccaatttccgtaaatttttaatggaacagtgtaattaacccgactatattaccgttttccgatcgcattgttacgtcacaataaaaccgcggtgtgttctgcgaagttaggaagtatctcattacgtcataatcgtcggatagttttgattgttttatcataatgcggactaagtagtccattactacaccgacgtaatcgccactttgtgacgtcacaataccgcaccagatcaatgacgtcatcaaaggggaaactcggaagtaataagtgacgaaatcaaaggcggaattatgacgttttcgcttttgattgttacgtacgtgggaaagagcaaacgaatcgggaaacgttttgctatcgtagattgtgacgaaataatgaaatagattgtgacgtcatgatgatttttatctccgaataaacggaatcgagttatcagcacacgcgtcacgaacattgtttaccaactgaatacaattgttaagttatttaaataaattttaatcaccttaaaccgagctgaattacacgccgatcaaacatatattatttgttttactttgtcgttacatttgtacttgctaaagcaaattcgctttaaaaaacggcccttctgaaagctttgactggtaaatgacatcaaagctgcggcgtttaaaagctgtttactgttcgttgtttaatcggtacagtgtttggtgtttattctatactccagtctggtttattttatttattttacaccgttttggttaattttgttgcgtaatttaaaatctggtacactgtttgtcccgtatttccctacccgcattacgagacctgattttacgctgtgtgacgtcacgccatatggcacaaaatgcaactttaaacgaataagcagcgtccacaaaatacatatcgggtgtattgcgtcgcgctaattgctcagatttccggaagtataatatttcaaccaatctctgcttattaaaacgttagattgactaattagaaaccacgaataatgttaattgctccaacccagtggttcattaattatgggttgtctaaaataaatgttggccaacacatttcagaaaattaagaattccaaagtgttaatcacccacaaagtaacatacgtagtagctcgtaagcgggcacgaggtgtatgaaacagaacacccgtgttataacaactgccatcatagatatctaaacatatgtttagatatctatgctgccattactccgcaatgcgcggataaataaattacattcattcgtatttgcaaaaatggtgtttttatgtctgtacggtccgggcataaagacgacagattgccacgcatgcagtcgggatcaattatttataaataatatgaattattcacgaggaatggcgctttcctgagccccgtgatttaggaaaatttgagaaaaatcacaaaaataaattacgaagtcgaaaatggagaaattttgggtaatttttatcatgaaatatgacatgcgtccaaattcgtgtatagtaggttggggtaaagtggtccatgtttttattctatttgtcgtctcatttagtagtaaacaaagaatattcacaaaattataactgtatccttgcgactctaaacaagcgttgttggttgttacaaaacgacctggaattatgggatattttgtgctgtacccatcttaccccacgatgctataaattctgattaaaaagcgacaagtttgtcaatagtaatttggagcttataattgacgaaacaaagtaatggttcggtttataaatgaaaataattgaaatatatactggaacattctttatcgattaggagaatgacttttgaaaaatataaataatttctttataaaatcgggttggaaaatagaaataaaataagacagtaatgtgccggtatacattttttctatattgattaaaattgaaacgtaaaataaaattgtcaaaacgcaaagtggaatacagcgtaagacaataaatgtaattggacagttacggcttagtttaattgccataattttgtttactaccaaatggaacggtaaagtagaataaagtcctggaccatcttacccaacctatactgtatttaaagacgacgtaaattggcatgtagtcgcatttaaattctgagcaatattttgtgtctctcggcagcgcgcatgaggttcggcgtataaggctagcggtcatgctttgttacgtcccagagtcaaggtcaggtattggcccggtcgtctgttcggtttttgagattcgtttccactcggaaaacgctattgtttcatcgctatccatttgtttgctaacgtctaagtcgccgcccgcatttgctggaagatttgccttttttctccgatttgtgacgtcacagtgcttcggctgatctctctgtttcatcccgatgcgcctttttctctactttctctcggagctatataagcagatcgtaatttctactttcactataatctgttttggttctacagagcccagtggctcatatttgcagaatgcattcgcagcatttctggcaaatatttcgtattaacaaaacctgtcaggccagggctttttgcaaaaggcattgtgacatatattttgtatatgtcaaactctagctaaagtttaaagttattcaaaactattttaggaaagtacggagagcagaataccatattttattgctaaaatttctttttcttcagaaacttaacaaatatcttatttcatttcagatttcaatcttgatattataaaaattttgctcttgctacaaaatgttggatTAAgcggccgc

Neurog -3010/-773 + -600 (“Neurog[BTN]”) Artificially inserted STOP codon

Fgf8/17/18 sgRNA (N)19 target sequences:

FGF8.ex5.439: AGCTGAAATCGAACGACGA

FGF8.ex5.201: AGAAGTGTACAGCATCCAG

FGF8.ex5.138: CAAACGGCAGACCAAAGCG

Neurog sgRNA N(19) target sequences:

Neurog.1: CTTACCATTACGTCTTGTG (Gandhi et al. 2017)

Neurog.p1: TGTCTGGCGATAGTATACG

Neurog.p2: ACGTAACAAAGCATGACCG

Primers used for PCR and Sanger sequencing for mutagenesis efficacy of Neurog.p1 and Neurog.p2 by “peakshift” assay (Gandhi et al. 2018):

Forward: AAAGTCCTGGACCATCTTAC

Reverse: CTTCTAGTGCGTCATTAAGACC

>Neurogenin gene and targets

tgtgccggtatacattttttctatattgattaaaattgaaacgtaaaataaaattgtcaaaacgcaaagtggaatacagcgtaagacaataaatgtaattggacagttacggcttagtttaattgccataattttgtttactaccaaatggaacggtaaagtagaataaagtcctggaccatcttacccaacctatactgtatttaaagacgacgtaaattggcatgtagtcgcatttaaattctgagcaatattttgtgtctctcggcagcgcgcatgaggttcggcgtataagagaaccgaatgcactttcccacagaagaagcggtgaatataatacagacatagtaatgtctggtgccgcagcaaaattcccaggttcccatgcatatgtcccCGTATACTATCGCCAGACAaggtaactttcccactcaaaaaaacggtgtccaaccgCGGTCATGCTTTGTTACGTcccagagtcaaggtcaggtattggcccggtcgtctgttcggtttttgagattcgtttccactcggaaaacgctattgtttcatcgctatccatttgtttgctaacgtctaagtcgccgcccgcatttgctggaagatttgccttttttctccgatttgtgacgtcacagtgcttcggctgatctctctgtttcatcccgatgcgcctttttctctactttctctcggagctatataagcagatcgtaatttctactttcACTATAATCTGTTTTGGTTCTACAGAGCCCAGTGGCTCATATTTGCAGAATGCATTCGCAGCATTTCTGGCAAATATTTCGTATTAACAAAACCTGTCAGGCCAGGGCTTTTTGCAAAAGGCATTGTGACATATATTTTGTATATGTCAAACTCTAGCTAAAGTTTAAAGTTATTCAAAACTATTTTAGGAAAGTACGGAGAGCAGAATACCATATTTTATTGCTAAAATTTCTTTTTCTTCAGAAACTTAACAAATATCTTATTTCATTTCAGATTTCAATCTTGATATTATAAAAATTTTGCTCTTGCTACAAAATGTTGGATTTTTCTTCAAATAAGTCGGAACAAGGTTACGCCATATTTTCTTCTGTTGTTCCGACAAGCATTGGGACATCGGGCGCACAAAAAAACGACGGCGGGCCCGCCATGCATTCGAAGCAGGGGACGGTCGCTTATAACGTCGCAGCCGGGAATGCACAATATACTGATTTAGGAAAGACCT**CACAAGACGTAATGgtaag**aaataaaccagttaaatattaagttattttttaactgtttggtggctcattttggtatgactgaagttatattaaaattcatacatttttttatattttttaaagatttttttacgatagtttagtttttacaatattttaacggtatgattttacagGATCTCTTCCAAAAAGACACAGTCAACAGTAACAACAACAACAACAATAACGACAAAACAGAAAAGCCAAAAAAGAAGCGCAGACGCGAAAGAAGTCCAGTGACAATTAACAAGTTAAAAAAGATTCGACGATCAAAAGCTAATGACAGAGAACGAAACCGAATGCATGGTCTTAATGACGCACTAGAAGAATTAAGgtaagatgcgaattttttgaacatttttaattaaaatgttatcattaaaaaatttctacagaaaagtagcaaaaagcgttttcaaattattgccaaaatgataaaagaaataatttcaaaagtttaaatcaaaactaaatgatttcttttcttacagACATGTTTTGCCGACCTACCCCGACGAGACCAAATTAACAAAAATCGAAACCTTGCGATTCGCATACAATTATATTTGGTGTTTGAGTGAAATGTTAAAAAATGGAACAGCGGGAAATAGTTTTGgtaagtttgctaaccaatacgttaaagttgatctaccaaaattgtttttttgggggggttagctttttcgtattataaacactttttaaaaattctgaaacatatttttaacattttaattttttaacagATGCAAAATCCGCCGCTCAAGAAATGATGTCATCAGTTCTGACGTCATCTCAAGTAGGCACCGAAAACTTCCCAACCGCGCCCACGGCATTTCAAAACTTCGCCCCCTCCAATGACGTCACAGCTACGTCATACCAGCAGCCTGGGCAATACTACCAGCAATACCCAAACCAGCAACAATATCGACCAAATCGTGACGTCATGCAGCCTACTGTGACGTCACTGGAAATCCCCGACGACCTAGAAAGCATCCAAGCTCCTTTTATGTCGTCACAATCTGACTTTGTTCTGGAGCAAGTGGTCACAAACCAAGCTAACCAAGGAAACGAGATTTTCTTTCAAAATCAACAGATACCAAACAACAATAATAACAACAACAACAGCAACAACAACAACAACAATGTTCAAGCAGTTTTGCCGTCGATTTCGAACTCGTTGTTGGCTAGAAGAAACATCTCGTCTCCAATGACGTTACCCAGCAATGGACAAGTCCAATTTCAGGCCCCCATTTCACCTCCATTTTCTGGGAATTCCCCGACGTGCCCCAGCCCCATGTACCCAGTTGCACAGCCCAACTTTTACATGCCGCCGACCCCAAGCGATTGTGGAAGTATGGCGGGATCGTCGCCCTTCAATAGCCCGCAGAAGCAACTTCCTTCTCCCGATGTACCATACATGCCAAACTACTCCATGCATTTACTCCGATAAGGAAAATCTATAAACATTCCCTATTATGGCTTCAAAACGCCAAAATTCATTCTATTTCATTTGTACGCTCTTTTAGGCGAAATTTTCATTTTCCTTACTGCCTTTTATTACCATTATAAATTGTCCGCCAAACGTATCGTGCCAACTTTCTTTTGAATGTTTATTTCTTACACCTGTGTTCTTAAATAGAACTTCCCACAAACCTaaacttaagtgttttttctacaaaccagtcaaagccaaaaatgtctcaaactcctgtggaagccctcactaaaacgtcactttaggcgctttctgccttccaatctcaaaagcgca

START STOP PAM Neurog.p1 Neurog.p2 **Neurog.1**

>pCESAx

AscI EcoRI BlpI

Tacgtattaattaaggcgcgcc[driver>transgene]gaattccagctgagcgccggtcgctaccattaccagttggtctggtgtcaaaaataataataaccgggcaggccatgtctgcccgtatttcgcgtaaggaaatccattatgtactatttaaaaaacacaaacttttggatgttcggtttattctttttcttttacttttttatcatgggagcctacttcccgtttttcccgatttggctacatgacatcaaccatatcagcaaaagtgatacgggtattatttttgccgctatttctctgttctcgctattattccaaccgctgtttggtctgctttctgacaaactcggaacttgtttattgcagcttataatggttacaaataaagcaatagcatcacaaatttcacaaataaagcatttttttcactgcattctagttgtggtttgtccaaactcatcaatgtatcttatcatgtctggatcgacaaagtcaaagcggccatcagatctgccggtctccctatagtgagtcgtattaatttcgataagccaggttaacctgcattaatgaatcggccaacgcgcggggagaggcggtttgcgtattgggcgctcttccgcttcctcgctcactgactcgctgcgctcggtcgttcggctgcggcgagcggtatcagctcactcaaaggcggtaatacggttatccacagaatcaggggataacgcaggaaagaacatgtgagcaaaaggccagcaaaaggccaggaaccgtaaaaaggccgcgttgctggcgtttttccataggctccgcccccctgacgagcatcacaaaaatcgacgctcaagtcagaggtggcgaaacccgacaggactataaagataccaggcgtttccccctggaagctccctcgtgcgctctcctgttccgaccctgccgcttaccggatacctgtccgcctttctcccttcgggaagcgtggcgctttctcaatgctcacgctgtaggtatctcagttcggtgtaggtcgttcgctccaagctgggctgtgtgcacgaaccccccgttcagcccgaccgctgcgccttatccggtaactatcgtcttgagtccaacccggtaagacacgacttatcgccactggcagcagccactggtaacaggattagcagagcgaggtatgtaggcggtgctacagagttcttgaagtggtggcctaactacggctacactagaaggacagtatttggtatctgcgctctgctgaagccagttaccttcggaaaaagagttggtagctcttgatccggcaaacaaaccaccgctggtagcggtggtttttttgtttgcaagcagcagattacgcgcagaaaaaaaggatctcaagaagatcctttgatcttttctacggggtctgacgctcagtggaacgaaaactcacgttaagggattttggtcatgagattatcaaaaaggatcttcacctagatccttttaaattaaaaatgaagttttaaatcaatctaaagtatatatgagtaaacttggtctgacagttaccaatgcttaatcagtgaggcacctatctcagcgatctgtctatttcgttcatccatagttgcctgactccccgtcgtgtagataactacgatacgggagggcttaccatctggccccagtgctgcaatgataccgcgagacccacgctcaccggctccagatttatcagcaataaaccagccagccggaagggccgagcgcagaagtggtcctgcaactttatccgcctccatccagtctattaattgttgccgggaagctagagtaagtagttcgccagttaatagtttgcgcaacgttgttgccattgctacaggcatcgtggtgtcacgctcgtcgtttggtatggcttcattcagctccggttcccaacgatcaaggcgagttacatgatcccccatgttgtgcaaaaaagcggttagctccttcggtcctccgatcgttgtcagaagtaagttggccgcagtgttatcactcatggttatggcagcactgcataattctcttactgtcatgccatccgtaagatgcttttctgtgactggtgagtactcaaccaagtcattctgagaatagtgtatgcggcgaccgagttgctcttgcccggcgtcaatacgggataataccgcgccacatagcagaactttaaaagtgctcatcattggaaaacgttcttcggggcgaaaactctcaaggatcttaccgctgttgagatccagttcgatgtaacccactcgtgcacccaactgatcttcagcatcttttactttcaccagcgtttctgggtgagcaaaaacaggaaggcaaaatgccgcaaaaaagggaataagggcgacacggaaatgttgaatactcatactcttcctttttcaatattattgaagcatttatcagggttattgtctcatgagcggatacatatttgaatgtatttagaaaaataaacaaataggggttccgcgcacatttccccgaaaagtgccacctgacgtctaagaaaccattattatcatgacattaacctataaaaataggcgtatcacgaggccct

**Electroporation mixes:**

dnFGR overexpression:

100 µg Neurog[BTN]>dnFGFR (or Neurog[BTN]>lacZ control)

20 µg Neurog[BTN]>H2B::mCherry

70 µg Asic>Unc-76::GFP

Fgf8/17/18 CRISPR:

30 µg Fog>Cas9

10 µg Fog>H2B::mCherry

60 µg U6>Fgf8 sgRNAs (20 µg each) or U6>Control sgRNA

30 µg Asic>H2B::GFP

CA-Mras overexpression (GAD reporter):

70 µg Neurog[BTN]>CA-Mras (or Neurog[BTN]>lacZ control)

20 µg Neurog[BTN]>H2B::mCherry

70 µg GAD>Unc-76::GFP

CA-Mras overexpression (Asic reporter):

70 µg Neurog[BTN]>CA-Mras (or Neurog[BTN]>lacZ control)

40 µg Neurog[BTN]>H2B::mCherry

70 µg Asic>Unc-76::GFP

Neurog overexpression for FACS:

70 µg Neurog -3010/-773+-600>tagRFP/tagBFP

50 µg Neurog -3010/-773+-600stop>Neurog

Neurog:WRPW overexpression for FACS:

70 µg Neurog -3010/-773+-600>tagRFP/tagBFP

50 µg Neurog -3010/-773+-600stop>Neurog::WRPW

LacZ control for FACS:

70 µg Neurog -3010/-773+-600>tagRFP/tagBFP

50 µg Neurog -3010/-773+-600>lacZ

Neurog CRISPR (Asic reporter assay):

30 µg Fog>Cas9

10 µg Fog>H2B::mCherry

60 µg U6>Neurog sgRNAs (20 µg each) or U6>Control sgRNA

70 µg Asic>Unc-76::GFP

Neurog CRISPR (GAD reporter assay):

30 µg Fog>Cas9

10 µg Fog>H2B::mCherry

60 µg U6>Neurog sgRNAs (20 µg each) or U6>Control sgRNA

70 µg GAD>Unc-76::GFP

# Supplementary material for: Regulation of Neurogenesis by FGF Signaling and Neurogenin in the Invertebrate Chordate Ciona
**Source:** Front Cell Dev Biol. 2020 Jun 23;8:477. doi: 10.3389/fcell.2020.00477
**Supplement:** Supplementary file 5

**
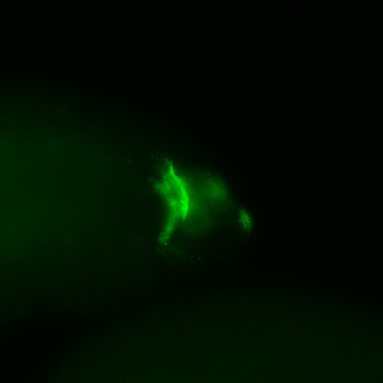
**

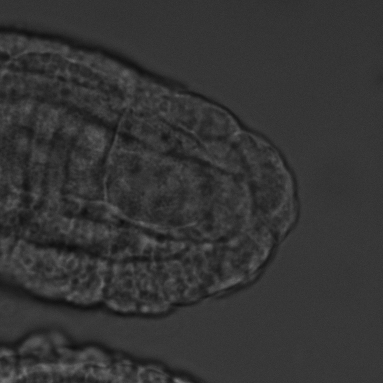

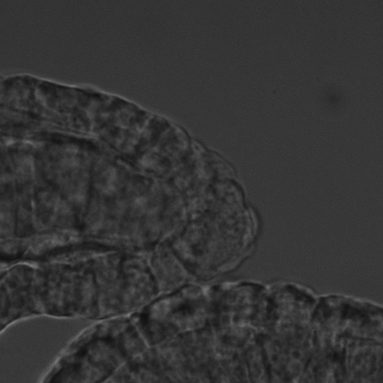

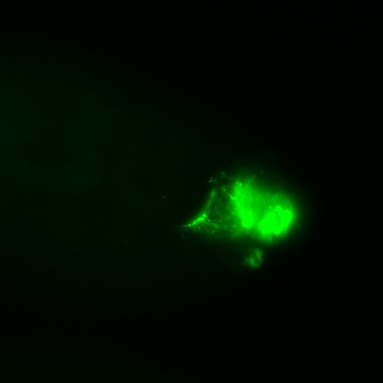

**Supplemental Figure 1. Additional examples of Fgf8/17/18::GFP expression**

More embryos electroporated with *Fgf8/17/18>Fgf8/17/18::GFP* plasmid, showing Fgf8/17/18::GFP (green) emanating from the tail tip cells, spreading around the tip of the notochord. Brightfield panels on left, GFP panels on right. Anterior always to left, dorsal always to top. See figure 2e.

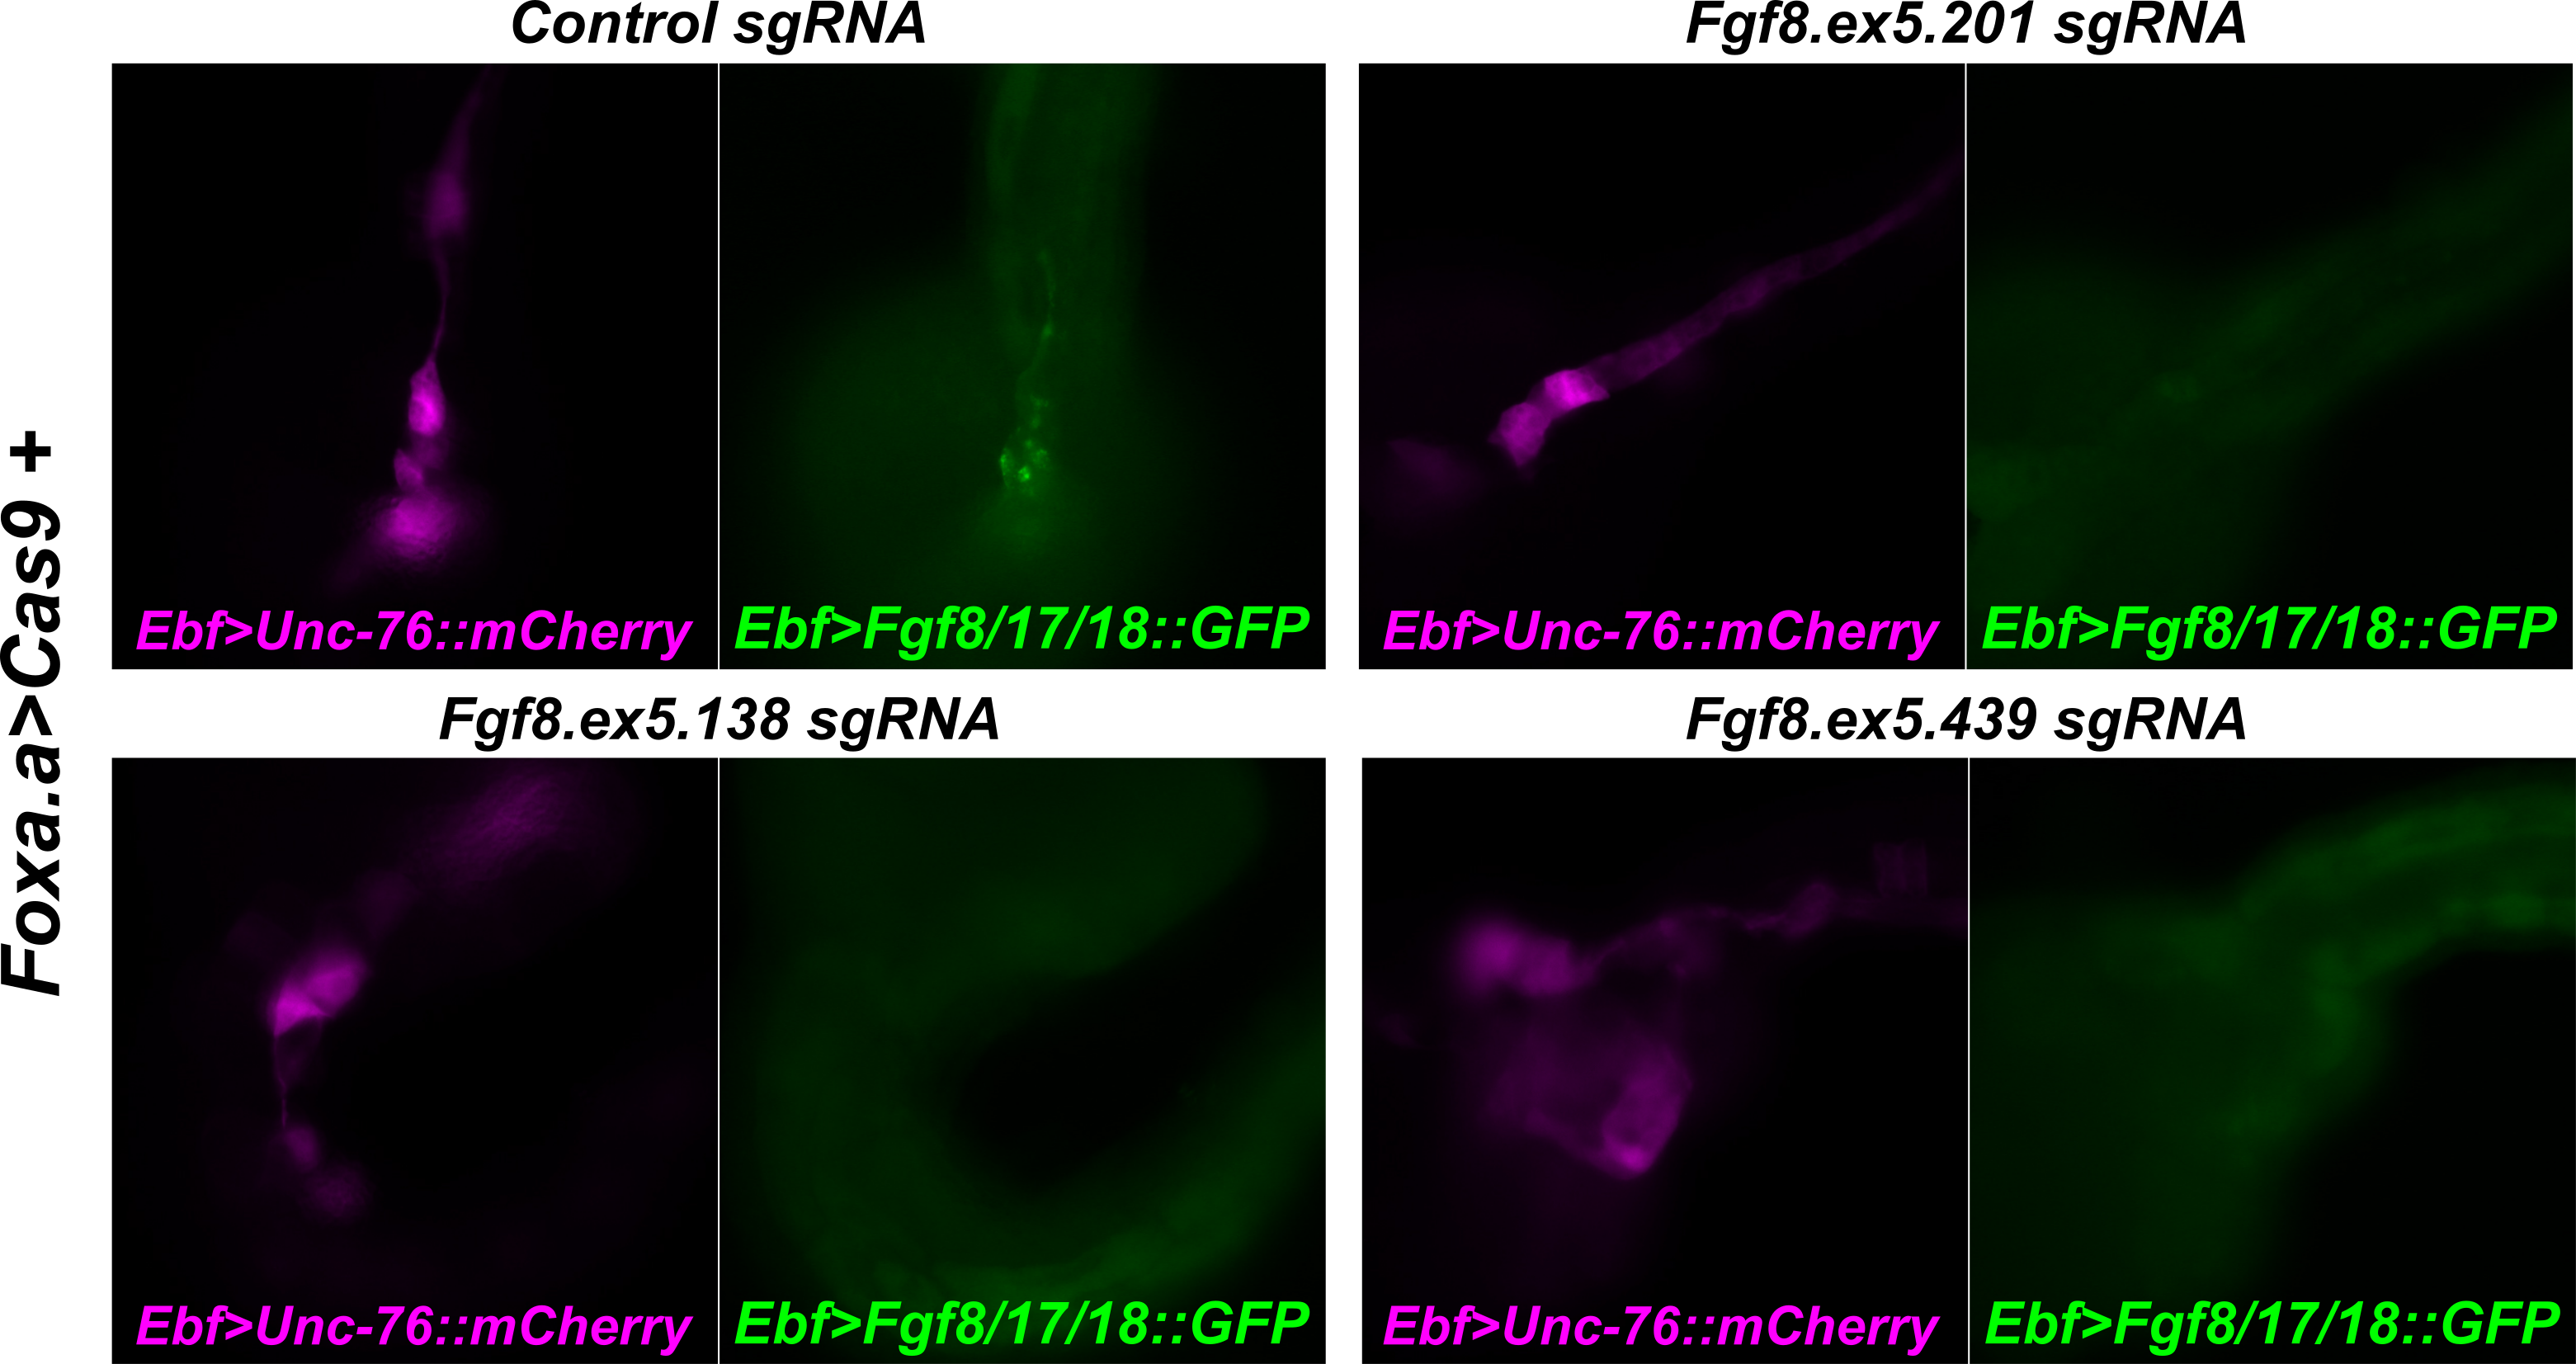

**Supplemental Figure 2. Validation of *Fgf8/17/18* sgRNAs**

Vegetal lineage-specific CRISPR/Cas9-mediated cutting of the *Ebf>Fgf8/17/18::GFP* plasmid was assayed by direct visualization of GFP fluorescence, an sgRNA activity screening technique described previously (Gibboney et al. 2020). All 3 sgRNAs tested resulted in lack of GFP fluorescence in a majority of embryos, though this was not precisely quantified. Compare to control sgRNA (not targeting any endogenous *Ciona* sequence) at top left, which did not result in loss of GFP fluorescence. Plasmids used were: 35 µg *Foxa.a>Cas9*, 70 µg *U6>sgRNA*, 70 µg *Ebf>Fgf8/17/18::GFP,* 50 µg *Ebf>Unc-76::mCherry.*

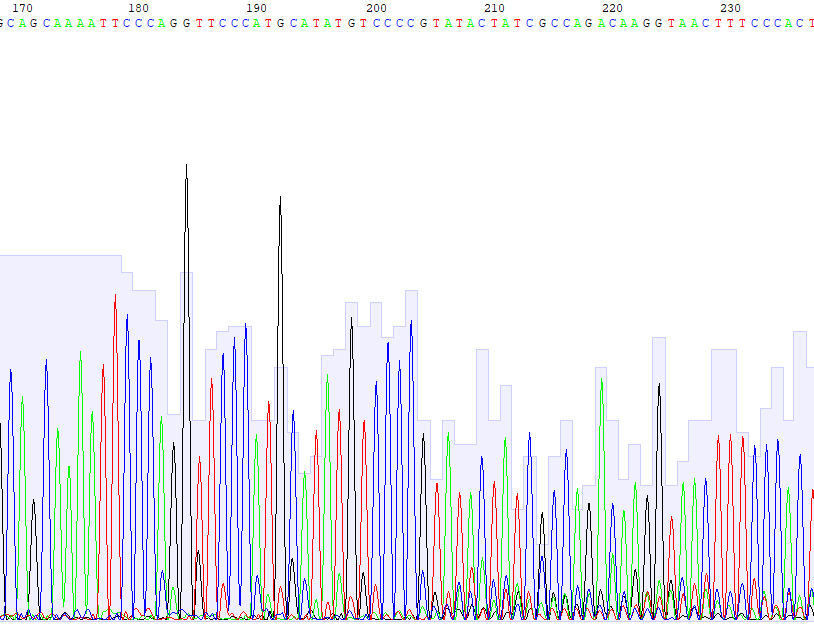

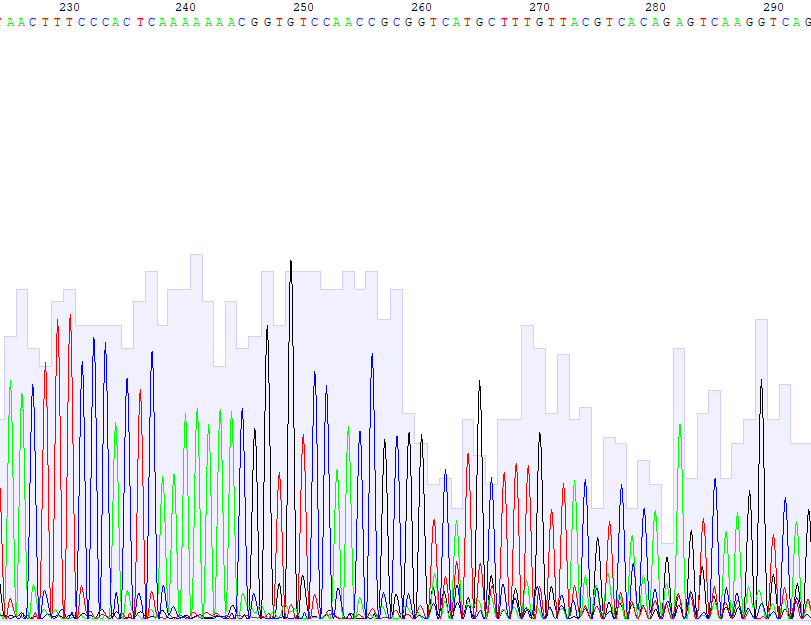

**Supplemental Figure 3. Validation of *Neurog* promoter-targeting sgRNAs**

Sanger sequencing traces of amplicons from embryos electroporated with *Ef1a>Cas9* and *U6>Neurog.p1* (left) and *U6>Neurog.p2* (right)*.* Peakshift scores were calculated to be 0.31 and 0.42, respectively (Gandhi et al. 2018). PAMs indicated by red arrows.

How the deposited data were processed for this re-analysis (not part of the article)

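The analysis covers 6 RNA-seq libraries of *Ciona robusta* from cells sorted at 9.5 hpf and 20°C, 2 each of *Neurog* > *lacZ*, *Neurog* > *Neurog* and *Neurog* > *Neurog:WRPW*. The table that the authors deposited holds raw counts per gene model, not normalized, with 1 column per library, replicates not pooled. To make it, the authors mapped reads with STAR 2.5.2b and counted them over the exons of KyotoHoya (KH) gene models with featureCounts, leaving out duplicate reads. The assembly version and the strand setting of the counting are not given in the sources used here, so overlapping and antisense genes can share reads. The duplicates were already removed from the deposited counts and cannot be put back. Each library's group and replicate number came from the labels of the deposited table, and every library was used.

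The table has 15232 gene models, of which 15010 have at least 1 count. The total ranged from 10315548 counts in Neurog:WRPW replicate 2 to 24499397 in lacZ replicate 2, and the 10 most abundant genes took 10.2% to 15.8% of each total. The counts are reads without molecular identifiers, so the floor of 3 counts used for a gene with 0 counts in a group covers counting error only. The biological coefficient of variation was 0.42, and the median standard error of a LogFC was 0.417 in Neurog vs. lacZ and 0.418 in Neurog:WRPW vs. lacZ.

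Genes over 1 CPM in at least 2 libraries were kept, 12253 in all. They were scaled by TMM and fitted in 1 model of the 3 groups with the quasi-likelihood functions of edgeR 4.0.16 (R 4.3.3), with two-sided tests of Neurog vs. lacZ, Neurog:WRPW vs. lacZ and Neurog vs. Neurog:WRPW. The adjusted p is that of Benjamini and Hochberg over all 12253 genes. The LogFC thresholds of 0.6 and -0.6 and the unadjusted p of 0.05 are those of Figure 5c. The paper's text names edgeR and not the test, the filter or the design, which were chosen before the data were examined. With 2 libraries per group, the unadjusted p rests on a spread pooled over genes and groups, and it was used to count and call genes at the paper's thresholds and to choose named genes. The overlap of gene sets was tested with an exact hypergeometric test over the genes tested, which treats genes as independent. The 3 groups share replicate numbers, and neither the paper nor the labels say that a number marks a batch or day. Across 7969 genes the difference between replicates 1 and 2 correlated at 0.57 between lacZ and Neurog, 0.62 between lacZ and Neurog:WRPW and 0.55 between Neurog and Neurog:WRPW. Libraries with the same number thus deviated together in all 3 pairs of groups. With 2 replicates, numbers 1 and 2 carry the same information, so each pair of groups gives 1 correlation. The numbers were first read as shared numbers only, and were taken to pair the libraries after the calls of the block fit were known. This reading rests on these data alone, and a difference common to all groups would fall in the same order by chance in 25% of cases. Values with the replicate number as a block are given beside a result where they change a call at the thresholds of Figure 5c or a number of calls by over 1.5 times. An adjusted p with the block is given for only part of the genes named, and the rise of others also passed 0.05 in that fit. Comparisons that share the lacZ libraries were set beside 100 simulations of unchanged groups, drawn with the genes' means, dispersions and library sizes. After the results were seen, 2 kinds of simulation were added, 1 that pairs the libraries by the fitted effect of the replicate number, which includes the error of that fit, and 1 without lacZ replicate 1.

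The procedure was tested on simulated counts with 200 changed genes among 12253. The changed genes were drawn from those with a mean over 4 CPM, so recovery nearer the filter was not tested. In the simulation of Neurog vs. lacZ, 47% of 2-fold and 97% of 8-fold changes passed the paper's thresholds, and 1% and 79% passed an adjusted p of 0.05, while 555 unchanged genes passed the thresholds and 8 the adjusted p. In that of Neurog:WRPW vs. lacZ, 45% of 2-fold and 97% of 8-fold changes passed the thresholds, 2% and 71% the adjusted p, and 563 and 3 unchanged genes passed. These libraries were drawn independently, while same-numbered libraries deviated together in the data. With libraries paired by replicate number, unchanged groups gave 50.8 genes up and 53.9 down in Neurog:WRPW at the thresholds. Recovery was not simulated with pairing, so these shares may not hold for the data.

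The genes named are the 23 that the paper's text names and, for each of 11 lists, the 4 members with the smallest p in either comparison with lacZ. A further part of the rule, for genes at an adjusted p under 0.05 against lacZ, named none. The rule was set before the data were examined, but after the values of Tables S1 and S3 had been seen. Of the lists, 5 are the ISH groups of Table S3, and the other 6 (ion channels, G protein-coupled receptors, vesicle release and neuropeptide processing, microtubules, actin and guidance, neural transcription factors, and photoreceptor and pigment cells) were drawn by human matches from the copy of Table S1, which is sorted by the Neurog LogFC. Names come from the paper and those tables, some of them being the best human match. The RefSeq gene table matched 0 of the IDs, so the markers that had been written down for muscle, notochord, endoderm, mesenchyme, epidermis and the cell cycle could not be looked up, and no share of other cells was estimated. The list of single-cell BTN genes was not used here.

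The alternatives set before the data were examined were DESeq2 1.42.0 with its size factors, the exact test and the likelihood ratio test of edgeR, no filter, the filterByExpr filter, library totals without TMM, a fit of only the 2 groups compared, the replicate number as a block, and each library left out in turn. For abundance by ISH result they were the mean of the Neurog libraries and the LogCPM of Table S3, and for the spread between replicates a mean CPM over 32. After the data were seen, a filter of 1 CPM in at least 3 libraries was added, alone and with the exact test. Gene length was tested by removing a loess trend (span 0.75) of the LogFC on log2 exonic length.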

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

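The tests of the library from 114 cells, of mislabelled lacZ libraries and of reads from the plasmids were chosen only after the result was seen.

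In Neurog:WRPW vs. lacZ, every ISH group of Table S3 had a median LogFC well under 0. Within that table a fall thus does not set apart the genes listed as expressed in BTNs. It does not show that genes without BTN expression fall, since all groups were chosen after the paper's analysis of these libraries. The paper also holds that most unclear genes are likely true positives and that many negative ones might be expressed in BTNs. The median was -1.28 for the negative genes, -1.56 for the unclear, -1.18 for other CNS neurons and -1.06 for other tissues. The 48 genes that Table S3 lists as expressed in BTNs, *Sema6* among them, had a median of -1.33, and 20 of the 48 passed the thresholds of Figure 5c. Gene length does not account for this, since the median was -1.35 after a trend on exonic length was removed, and that trend reached only from -0.15 to 0.11 between its 5th and 95th percentiles, and with the replicate block the median was -1.42 before and -1.36 after the trend was removed. The Neurog:WRPW library from 114 cells alone does not account for it either, since the median was -0.97 in a fit without that library. By library, it was -0.88 in the one from 2418 cells and -1.8 in the one from 114 cells. These values use both lacZ libraries, so they do not show how far the fall rests on lacZ replicate 1. The paper's choice of ISH genes followed its analysis of these libraries, so the size of the fall may be overstated by that choice. The paper states that Neurog:WRPW abolishes BTN fate. A loss of BTNs among the sorted cells could lower these transcripts, as could repression of Neurog targets by the WRPW motif. These libraries cannot tell them apart, and both remain hypotheses here. The paper's other evidence that Neurog is needed is the reduced expression of *Asic* and *GAD* reporters after CRISPR targeting of *Neurog*. Unequal recovery of other cells by the sort was not tested.

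*Kif26* and *Onecut* are among the 58 genes upregulated by Neurog and downregulated by Neurog:WRPW, where independent lists of these sizes share 6.36. The lacZ libraries shared by both comparisons gave at most 5 such genes in 100 simulations, because a chance value of lacZ moves both LogFCs the same way. Gene length does not account for the overlap. By LogFC alone it was 2.16 times that of independent lists after the trends on exonic length were removed (411 against 190.6 genes). With the replicate block it was then 1.98 times (428 against 216). Before the trends were removed it was only 0.925 times without lacZ replicate 1 (264 against 285.3). The excess by LogFC alone thus depends on this library, which does not speak to the 58 genes at the thresholds of Figure 5c. Unchanged groups simulated without that library shared 88.3, and the 264 lay above this value. The simulated value leaves out the effects and the value of independent lists leaves out the shared controls, so neither difference measures a shared effect, though shared controls lower this overlap. Opposite effects of Neurog and Neurog:WRPW on the same genes, the explanation the design gives, remain a hypothesis.

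*Neurog* itself was not raised in the Neurog:WRPW libraries beyond their spread, with a LogFC of 0.42 against 5.14 in Neurog. The values argue against lacZ libraries under a wrong label, since 72.8% and 73.8% of the 534 genes upregulated by Neurog lay below the lacZ mean in the 2 Neurog:WRPW libraries, against 50.7% and 52.2% of all genes, a difference of at least 21.6 percentage points. Choosing those genes against the same lacZ libraries would push the share the other way. Fewer counted reads from the Neurog:WRPW plasmid cannot be told apart from lower expression, since reads from plasmids and from the chromosomal gene are counted together. That WRPW lowers the transcription of *Neurog* itself stays open too, as untested.

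Genes lower in Neurog than in lacZ lie outside the sets the paper reports, and 224 passed its thresholds, or 96 to 333 with each library left out (lowest without lacZ replicate 1), 109 without TMM and 596 with the replicate block. In 100 simulations of unchanged groups 288 passed on average (SD 19.1) where libraries vary independently. Where they are paired by replicate number, a simulation chosen after the results were seen, 52.1 passed (SD 6.3), and 255 (SD 15.8) with the block, so whether the 224 exceed chance depends on the pairing. Among the 224 were KH.L144.14 with a LogFC of -4.01 (standard error 0.56) and KH.L153.77 with one of -8.50 (standard error 1.29), both named after their values were seen. Above lacZ in Neurog:WRPW, also outside the paper's sets, were 39 genes, or 32 to 145 with each library left out (highest without Neurog:WRPW replicate 1), 18 without TMM and 142 with the replicate block, where unchanged groups gave 281 (SD 17.7) with independent libraries, 50.8 (SD 6.76) with paired ones and 244 (SD 16.4) with paired ones and the block. The 39 do not exceed the first 2 values, nor the 142 the third, and for the fits without TMM or without Neurog:WRPW replicate 1 this was not simulated. The scaling shifts the split, from 534 up and 224 down in Neurog to 698 and 109 without TMM, and from 39 up and 146 down in Neurog:WRPW to 18 and 202. Of the 39, 0 were among the 224, where independent lists share 0.71, and the overlap was 4 genes with the replicate block and 0 to 4 with each library left out. Over 1 CPM only in both Neurog libraries were 73 genes that a filter of 3 libraries leaves out, and 22 of them were upregulated there. That condition itself favors a rise in Neurog, so the 22 are not independent evidence. Among them are KH.L66.3, with 309 and 490 counts in Neurog, 3 and 2 in lacZ and 7 and 0 in Neurog:WRPW, and KH.C14.89, with 1 and 0 counts in lacZ and 6.04 and 7.58 CPM in Neurog, both named after their values were seen.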

How the results depend on the processing

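The filter of 3 libraries, alone and with the exact test of edgeR, was chosen only after the result was seen, and the other settings were planned.

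The 534 genes upregulated by Neurog, the 146 downregulated by Neurog:WRPW and the 58 in both stayed within 1.5 times those numbers with DESeq2, the exact and likelihood ratio tests of edgeR, no filter, filterByExpr, library totals without TMM, only the 2 groups compared and the added filter of 3 libraries, alone and with the exact test. By LogFC alone, the numbers 1586 and 1456 were 2442 and 2567 with no filter, and the overlap of 412 stayed within 1.5 times in each of those settings. The spread between replicates and the numbers of BTN, unclear and negative genes among the 50 most and 50 least abundant also stayed within 1.5 times under their alternatives. Leaving out each library in turn, with the lone library assumed to vary like the other groups, gave 231 to 655 genes upregulated by Neurog (lowest without lacZ replicate 2), 79 to 958 downregulated by Neurog:WRPW (lowest without lacZ replicate 1, highest without Neurog:WRPW replicate 1) and 15 to 155 in both, and by LogFC alone 1516 to 2490, 1404 to 3087 and 264 to 751. The 48 genes with BTN expression by ISH included 5 to 28 that fell with Neurog:WRPW. The correlation of LogFCs across genes, -0.01, was 0.261 with no filter, 0.056 with filterByExpr, -0.044 with the filter of 3 libraries and -0.086 to 0.427 with each library left out. Apart from the effect of testing more or fewer genes or libraries, the cause was not tested.

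At an adjusted p under 0.05, where the quasi-likelihood test of edgeR called no gene against lacZ, the genes up in Neurog were 190 with DESeq2, 137 with the exact test, 145 with the likelihood ratio test, 1 without TMM and 125 with the exact test and the filter of 3 libraries. Genes down in Neurog were 30, 20 and 21 with those tests and 18 with the exact test and that filter, and genes down in Neurog:WRPW were 4, 2, 3 and 2. Between Neurog and Neurog:WRPW, the 5 genes were 514 with DESeq2, 394 with the exact test, 425 with the likelihood ratio test, 373 with the exact test and the filter of 3 libraries, 31 with no filter, 0 with only the 2 groups compared and 0 with each library left out. The tests that treat the dispersion of each gene as known call more genes than the quasi-likelihood test. Unadjusted, 771, 191 and 1323 genes passed 0.05 in the 3 comparisons.

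With the replicate number as a block, the fit gave 813 genes upregulated by Neurog, 435 downregulated by Neurog:WRPW and 173 in both, and at an adjusted p under 0.05, 168 genes up and 11 down in Neurog and 461 between Neurog and Neurog:WRPW, while 42 of the 48 genes with BTN expression fell with Neurog:WRPW. Apart from the values given with the replicate block beside the results, and from KH.S852.6 and *STX2/3*, whose fall with Neurog:WRPW passed the thresholds of Figure 5c in that fit at -1.182 and -0.837, the block changed no other call of a gene named at those thresholds.

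Among the genes named, 20 values out of 1824 changed sign, all with a library left out and in Neurog:WRPW vs. lacZ, and 90 lost and 70 gained the paper's thresholds. Over those fits *Neurog* was at -0.039 to 0.764, *Calcr* at -1.351 to 1.65, *Cplx2* at -1.358 to 0.202, *Dhcr7* at -0.33 to 0.163, *Dpysl* at -0.827 to 0.204, *Fgf20* at -0.595 to 0.141, *GUCY2F* at -5.025 to 0.271, *KCNK3/9* at -0.691 to 0.655, *Pde11-related* at -0.56 to 0.402, *Slc18a3/VAChT* at -11.266 to 0.512 (the lower value is fitted from a lone Neurog:WRPW library with 0 counts and is no measured size), *Sord* at -0.67 to 0.627, *Tff1* at -0.903 to 0.317, KH.C1.612 at -0.273 to 0.08, KH.C3.315 at -0.036 to 1.306 and KH.L96.27 at -0.097 to 0.644. Of the 320 other counts of list members, 241 stayed within 1.5 times and 79 did not. Depth limits genes near the filter most, and these were not among the genes changed in the simulation, which had a mean over 4 CPM. Of those, with 2 independently drawn libraries per group, a 2-fold change passed the paper's thresholds in 47% in Neurog and 45% in Neurog:WRPW.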

Differences from the paper's values

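The setting with the exact test of edgeR and a filter of 3 libraries was chosen only after the values were seen.

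The paper's hypergeometric p for the overlap at its p-value cutoff is 1.291e-56, and the exact hypergeometric test here gave p = 4.71e-41, from 58 genes in both sets, where the paper has 76. Of those 76 genes of Table S1, 55 were called in both directions here and 21 were not, while the exact test, the likelihood ratio test and the replicate block called all 76, DESeq2 73, no filter 65, library totals without TMM 57, filterByExpr 56, only the 2 groups compared 42 and each library left out 15 to 52. None of the alternatives set before the data were examined, DESeq2, the exact and likelihood ratio tests of edgeR, no filter, filterByExpr, library totals without TMM, only the 2 groups compared, the replicate block and each library left out, brought the p within 1.5 times the paper's. The exact test came nearest, with 76 genes in both sets (exact hypergeometric test, p = 2.29e-54). The exact test of edgeR on genes over 1 CPM in at least 3 libraries, chosen after seeing the values, gave 11777 genes, 522 upregulated, 176 downregulated and 76 in both (exact hypergeometric test, p = 1.36e-56), and 1444, 1303 and 372 genes by LogFC alone, each the paper's number, and dropped 0 of the paper's 76 genes. The paper reports 192396840 reads for the 6 libraries, and the counts here total 104476423, which are reads assigned to genes after removal of duplicates. These are different stages of the data, and no alternative changes either number.

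The paper places *Rgs19/20* and *Bassoon-like* among the genes both upregulated by Neurog and downregulated by Neurog:WRPW at its cutoff. Here their LogFCs in Neurog:WRPW were -1.35 (standard error 0.60) and -2.01 (standard error 0.87), in the paper's direction and over an unadjusted p of 0.05, while *Asic*, *alpha-Tubulin*, *Slc35g2* and *Onecut* passed in both directions. Both genes passed with DESeq2, the exact and likelihood ratio tests of edgeR, no filter, the replicate block and without Neurog:WRPW replicate 1, and with the exact test and the filter of 3 libraries, chosen after seeing the values. They did not pass with filterByExpr, without TMM, with only the 2 groups compared or with any other library left out.

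The paper describes KH.S1555.2 as missing from its dataset. The deposited counts hold it, at 77 and 120 counts in Neurog and 5 and 21 in lacZ, with a LogFC of 3.16 (standard error 1.48) in Neurog vs. lacZ, and the filter of 3 libraries, chosen after seeing the values, leaves it out.

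Among the 50 genes of highest LogCPM the paper counts 22 with BTN expression and among the 50 of lowest LogCPM 3, and here the copy of Table S3 gave 28 and 4, also with the LogCPM of that table. Both numbers are within 1.5 times the paper's, and the cause of the gap was not tested.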

Other observations

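The list of neural transcription factors, drawn from the copy of Table S1, had 12 members, of which 5 rose with Neurog and 4 fell with Neurog:WRPW at the thresholds of Figure 5c. *Bhlh-tun2* and *Insm* did both, at 3.70 (standard error 0.83) and 2.38 (standard error 0.63) in Neurog, though neither fell past the thresholds with only the 2 groups compared or without lacZ replicate 1, nor *Bhlh-tun2* without Neurog replicate 2, and *Insm* did not rise past them without lacZ replicate 2, and the gene that matches human *MYT1L* (KH.C1.274) rose by 1.36 (standard error 0.26) and was at -0.60 (standard error 0.26) in Neurog:WRPW. Adjusted over the list alone, 5 rose and 0 fell, and over all 12253 genes 0 passed by edgeR's quasi-likelihood test, where 771 and 191 genes had an unadjusted p under 0.05 and DESeq2 called 190 up in Neurog and 4 down in Neurog:WRPW. In the fit with the replicate block 9 rose at the thresholds, 8 rose and 4 fell when adjusted over the list alone, 3 rose when adjusted over all genes, and *MYT1L* passed the thresholds in Neurog:WRPW at -0.61, as it did without TMM and without Neurog:WRPW replicate 1.

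The photoreceptor and pigment cell list had 5 members, of which 4 rose with Neurog and 0 fell with Neurog:WRPW. KH.L171.13, whose best human matches in Table S1 are opsins, went from 12.7 and 2.81 CPM in lacZ to 370.1 and 326.1 CPM in Neurog, a LogFC of 5.49 (standard error 1.201), and was at 2.38 and 0 CPM in Neurog:WRPW. The gene *NUB* (KH.C12.152) rose by 4.03 (standard error 1.19) and *GUCY2F* (KH.L18.91), a guanylate cyclase match, by 3.05 (standard error 1.06), but *NUB* did not pass without either lacZ library, nor *GUCY2F* without any 1 of the lacZ and Neurog libraries. Adjusted over the list alone, 4 rose and 0 fell. In the blocked fit 2 fell with Neurog:WRPW at the thresholds, KH.L171.13 at -2.50 and *CNGA1/2/3/5* at -0.81, which passed also without lacZ replicate 2, the first with the exact and likelihood ratio tests and without Neurog:WRPW replicate 1 and the second with no filter and without TMM, and 2 rose when adjusted over all genes. Both lists were drawn from genes with the highest Neurog LogFC, so their rise is not independent evidence.

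Among 3 G protein alpha subunit genes that the paper names, *Gnai-related* (KH.C2.872) rose with Neurog by 1.95 (standard error 0.45) and was at -1.06 (standard error 0.45) in Neurog:WRPW, KH.C1.612 rose by 0.69 (standard error 0.28) and was at -0.11 (standard error 0.27), and KH.L96.27 rose by 1.37 (standard error 0.39) and was at 0.22 (standard error 0.38). Their rise passed the thresholds of Figure 5c and their values in Neurog:WRPW did not, the last 2 changing sign to 0.08 without lacZ replicate 1 and -0.097 without lacZ replicate 2. The fall of *Gnai-related* did pass with DESeq2, the exact and likelihood ratio tests, no filter, library totals without TMM, only the 2 groups compared, the replicate block (-1.01) and without lacZ replicate 2 or either Neurog library. The rise of KH.C1.612 was lost with the exact and likelihood ratio tests, only the 2 groups compared and any library left out but Neurog replicate 2, and that of KH.L96.27 without lacZ replicate 2 or Neurog replicate 1. Whether the 3 genes differ from each other was not tested, and paralogs can share reads.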
